# Sex- and Mutation-Specific p53 Gain-of-Function Activity in Gliomagenesis

**DOI:** 10.1158/2767-9764.CRC-21-0026

**Published:** 2021-12-15

**Authors:** Nathan C. Rockwell, Wei Yang, Nicole M. Warrington, Max V. Staller, Malachi Griffith, Obi L. Griffith, Christina A. Gurnett, Barak A. Cohen, Dustin Baldridge, Joshua B. Rubin

## Abstract

In cancer, missense mutations in the DNA-binding domain of *TP53* are common. They abrogate canonical p53 activity and frequently confer gain-of-oncogenic function (GOF) through localization of transcriptionally active mutant p53 to noncanonical genes. We found that several recurring p53 mutations exhibit a sex difference in frequency in patients with glioblastoma (GBM). *In vitro* and *in vivo* analysis of three mutations, p53^R172H^, p53^Y202C^, and p53^Y217C^, revealed unique interactions between cellular sex and p53 GOF mutations that determined each mutation's ability to transform male versus female primary mouse astrocytes. These phenotypic differences were correlated with sex- and p53 mutation–specific patterns of genomic localization to the transcriptional start sites of upregulated genes belonging to core cancer pathways. The promoter regions of these genes exhibited a sex difference in enrichment for different transcription factor DNA-binding motifs. Together, our data establish a novel mechanism for sex-specific mutant p53 GOF activity in GBM with implications for all cancer.

**Significance:**

Sex differences in cancer, including glioblastoma, have been observed in both incidence and outcome. We reveal that *TP53*, the most commonly mutated gene in cancer, contributes to sex differences through differential GOF activity. This discovery has critical implications for our understanding of p53 mutations and the importance of sex as a biological variable.

## Introduction

The tumor suppressor *TP53* (p53), which regulates cell-cycle progression, DNA damage repair, apoptosis, and stem cell differentiation (1), is the most commonly mutated gene in cancer (2). It functions through direct protein–protein interactions and acting as a positive or negative regulator of transcription through its canonical DNA-binding site (3, 4). p53’s transcriptional activity is dependent on many interacting and context-specific factors such as the tissue or cell type, the mechanism of p53 activation, and the severity and longevity of DNA damage (5). A growing body of evidence indicates that sex has a profound influence on the role of p53 in development, disease, and aging. In mice and rats, loss of p53 *in utero* results in decreased female progeny compared with males – as a consequence of aberrant X-inactivation in females and altered X-gene dosage – which result in embryonically lethal neural tube defects (6, 7).

p53 also exhibits sex differences in the maintenance of neural progenitor cells (NPC) in the subventricular zone (8). Under normal conditions, post pubertal male mice NPCs are depleted faster than in female mice. Knocking out p53 in NPCs protects against depletion in males suggesting a male-specific proapoptotic function of p53 in NPCs (8).

Regardless of the geographic region, human females consistently exhibit greater longevity than males and other mammals (9). Work in *Drosophila* has shown that germline overexpression of wild-type (WT) p53 decreased lifespan in females and increased lifespan in males. Tissue-specific overexpression of WT p53 in the central nervous system had the opposite effect, increasing lifespan in females while decreasing lifespan in males (10). Together, these findings demonstrate that p53 activity is both sex and tissue dependent.

Sex differences in the effects of p53 mutations have also been observed in cancer. Overall, in nonreproductive tumors, p53 mutations occur more frequently in males, and are associated with worse survival (11). However, in individuals with Li-Fraumeni syndrome (LFS), a familial cancer predisposition syndrome associated with germline pathogenic variants in p53, females have an overall increased risk of developing cancer compared with males (12). For some other cancers, such as brain tumors, males with LFS exhibit higher risk. Mice harboring a germline mutant p53 and loss of the promyelocytic leukemia gene, exhibit sex differences in cancer type and survival. Male mice develop more soft tissue sarcomas and have shortened survival compared with females, who are more likely to develop osteosarcomas and exhibit longer survival (13). In a model of glioma, we previously observed that codeletion of p53 and the tumor suppressor neurofibromin 1 (*Nf1*) is sufficient for transformation of male, but not female astrocytes (14). Knocking out *Nf1* and p53 in NPCs *in utero* also leads to faster glioma formation and disease progression in male mice than female mice (15).

The most common p53 alterations in cancer are missense mutations in the DNA-binding domain (DBD; ref. 16). In addition to the loss of canonical DNA binding and gene regulation, many p53 missense mutations exhibit gain-of-function (GOF) and are more oncogenic than *TP53* deletion (17). Many of these neomorphic functions can be attributed to p53–DNA interactions at noncanonical binding sites that drive the aberrant expression of oncogenes and repression of tumor suppressors (18). The specific activity of different p53 mutations has been shown to be mediated by novel interactions with other proteins (such as NF-κB, ETS2, and NF-Y) and differential genomic localization (19). Despite efforts to specify GOF-mutant p53 phenotypes, characterizing the effects of mutant p53 GOF on transcription and tumorigenicity has been complicated by disparities in reported results, suggesting that, much like WTp53, mutant p53 activity, even for the same missense mutation, is diverse and context dependent.

Given the known sex differences in p53 function and cancer incidence and survival, it is important to consider whether p53 GOF mutations contribute to sex differences in cancer (20). Many of the pathways that contribute to sex differences including metabolism, cell-cycle progression, invasion and epithelial-to-mesenchymal transition, epigenetic dysregulation, and immunity (20), are associated with mutant p53 GOF activity. However, the influence of sex on mutant p53 GOF activity remains unknown. In glioblastoma (GBM), males have been shown to have both increased incidence and decreased overall survival compared with females (21). Notably, *TP53* is among the most mutated genes in GBM with most mutations occurring as missense mutations in the DBD (22). Therefore, the intersection of sex differences in p53 function, sex difference in GBM incidence and outcome, and the high rate of p53 missense mutations in GBM make this an ideal system for interrogating the effects of sex on p53 GOF activity with potential applicability to p53 GOF mutations in all cancer.

## Materials and Methods

### Animal Studies Approval

Study was approved in accordance with an animal studies protocol (no. 2018205) approved by the Animal Studies Committee of Washington University School of Medicine per the recommendations of the NIH Guide for the Care and Use of Laboratory Animals.

#### Analysis of Missense Mutations Across Cancer

*TP53* mutation data was aggregated from multiple studies (Supplementary Table S1). The frequency of missense mutations in the DBD was calculated as a fraction of the total p53 mutations in the dataset. Significance was calculated using Fisher exact test between each cancer type and the pan-cancer data set.

#### Meta-analysis of Mutation Incidence in Glioblastoma

*TP53* mutation data was collected for 552 male and 442 female patients from The Cancer Genome Atlas (TCGA 2013), the Catalog of Somatic Mutations in Cancer (COSMIC– ALL CNS), and International Agency for Research on Cancer (IARC) datasets. The absolute number of mutations at each codon in the *TP53* gene was quantified for each sex independently, and the sex ratio determine by dividing the number of male tumors with a mutation by female tumors with a mutation for each codon. Significant sex differences in mutation frequency were determined for each codon using Fisher exact test (*P* < 0.05).

### Primary Mouse Astrocyte Isolation and Culture

*Trp53^f/^^−^* pups were produced by mating male *Trp53^−^^/^^−^* mice (B6.129S2-Trp53tm1Tyj/J – The Jackson Laboratory #002101) with *Trp53^f/f^* mice (B6.129P2-Trp53tm1Brn/J – The Jackson Laboratory #008462). Primary astrocytes were isolated from postnatal day 1 pups as previously described (14). The sex of the pups was determined by PCR of genomic DNA for *Jarid1c/Jarid1d*^14^.

Forward: 5′-CTGAAGCTTTTGGCTTTGAG-3′
Reverse: 5′-CCACTGCCAAATTCTTTGG-3′

Astrocytes from at least three male and three female pups were combined for each male and female.

### Immunocytochemistry/Immunofluorescence

Astrocytes were plated on poly-l-lysine (ScienCell) coated coverslips and fixed with 3.2% paraformaldehyde for 10 minutes at room temperature. Fixed cells were immunolabeled for GFAP and p53 (Methods, Table 1). Nuclei were counterstained with DAPI and mounted on microscope slides using Immu-Mount (Thermo Fisher Scientific). Images were taken using a fluorescent microscope (Olympus Bx60) and processed using Zeis Zen 3.1 software.

**TABLE 1:** Antibodies used in this study.

Antibody	Antigen	Host	Source	Application	Dilution
2524	Mouse p53	Mouse	Cell Signaling Technology	Western blot	1:1,000
				ChIP	5 μg antibody/25 μg DNA
				ICC	1:2,000
SC-365062	GAPDH	Mouse	Santa Cruz	Western blot	1:200
P53-CM5P-L	P53	Rabbit	Leica	IHC	1:200
13-0300	GFAP	Rat	Invitrogen	ICC	1:250
E0431	Rabbit Immunoglobulin	Swine	Dako	IHC – Secondary/Biotin	1:750
926-32212	Mouse IgG	Donkey	LI-COR	Western blot – Secondary/IRDye 800CW	1:50,000
A11077	Rat IgG	Goat	Invitrogen	ICC – Secondary/Fluor 568	1:1,000

#### DNA Plasmids, Cloning, and Virus Production

Mouse *Trp53* transcript variant 1 (NM_011640.3) was cloned into the retroviral vector pMSCV-IRES-GFP II (Addgene plasmid #52107). *Trp53* point mutations were introduced using site-directed mutagenesis with the Q5 Site-Directed Mutagenesis Kit (New England Biolabs E0552S). Retrovirus was produced by plasmid transfection into Platinum-E (Plat-E) cells. Lentivirus to express Cre recombinase was produced by transfecting NIH HEK293T cells with Cre-IRES-PuroR plasmid (Addgene plasmid #30205), Δ8.9 and VSV-G. All transfections were performed with FuGENE 6 transfection agent (Promega E2691) in Opti-MEM Reduced Serum Medium (Gibco 31985070) for 5 hours, and the media replaced with standard DMEM/F12, 10% FBS for viral production. Virus was collected 48, 72, and 96 hours posttransfection and combined.

#### Primary Astrocyte Genomic Alteration

*Trp53^mutantp53/−^* astrocytes were produced by transduction with mutant p53-IRES-eGFP retrovirus followed by subsequent transduction with Cre-IRES-Puro lentivirus. Briefly, postnatal day 1 *Trp53^f/−^* astrocytes were transduced with a 1:1 ratio of viral media and growth media for 48 hours. Following stable expression of eGFP, cells were sorted by flow-sort for eGFP-positive cells. Sorted astrocytes were transduced with a 1:1 ratio of lentiviral-Cre-IRES-puro virus and growth media for 48 hours. Astrocytes were then selected for 1 week in 2.5 μg/mL puromycin (Sigma P8833). *Trp53^KO^* astrocytes was achieved by transduction with lentiviral-Cre-IRES-puro virus and selection for 1 week in 2.5 μg/mL puromycin. All primary astrocytes were transfected three passages postisolation. Cells were tested for *Mycoplasma* contamination by PCR (ATCC #30-1012K). All assays were performed between 4 and 15 passages after puromycin selection.

#### Western Blot Analysis

Total cell lysates were collected in RIPA buffer supplemented with proteinase and phosphatase inhibitors (Roche 11697498001, Roche 04906937001). Protein was separated by electrophoresis using 4%–12% gradient Bis-Tris NuPAGE gels (Invitrogen) and transferred to a nitrocellulose membrane. Membranes were blocked using Odyssey blocking buffer diluted 1:1 in 0.1% PBST. Membranes were then incubated in primary antibodies diluted in blocking buffer overnight at 4°C, followed by secondary antibodies diluted in blocking buffer for 1 hour at room temperature. Blots were imaged using the Bio-Rad ChemiDoc MP Imager and analyzed using the Bio-Rad Image Lab Software V6.1. Primary and secondary antibodies and their corresponding dilution factors can be found in Methods in Table 1.

#### *In Vitro* Growth Assay

3,000 cells were plated in triplicate in 10 mL media in 10-cm tissue culture plates. After incubation in normal tissue culture conditions for 8 days, the cells were washed with 1× PBS and fixed with 100% methanol at room temperature for 6 minutes. Plates were air dried at room temperature. Cells were stained for 1 hour at room temperature with Giemsa stain (Sigma GS500) diluted 1:20 in dH_2_O. Stained plates were washed three times in dH_2_O for 5 minutes at room temperature and air dried before imaging using the Imagescanner III (GE Healthcare). Growth was determined by percentage area of the plate covered by cells using ImageJ v1.52a. The global scale was set according to the width of a plate (10 cm), the image flattened, and the color channels split. Using the green channel only, the background was subtracted from each image, and the threshold set to 235 for each image. A circle of equal size was selected with each plate and the total percent area calculated using the “analyze particles” tool. Within each experiment, the percent area for each plate was normalized to the average of the Male KO plates. To test for interactions between sex and genotypes on the normalized growth rates, mixed effect linear regression models were used using the lmerTest R package, with variances controlled for the technical replicates within each plate. Regression terms included sex, the tested genotype, and their interaction.

#### *In Vivo* Tumorigenesis: Flank Implantations

Flank tumors were generated by implanting mutant p53 astrocytes subcutaneously into the left- and right-side flanks of NCr nude mice (Taconic). Male and female astrocytes were trypsinized and resuspended in DMEM/F12, and combined at a 1:1 ratio with Matrigel. One-hundred microliters of cell/Matrigel suspension equaling 750,000 male or female cells were injected into opposite flanks of 3 male and 3 female hosts. Flank tumors size was measured weekly using a digital caliper until the largest tumors reached a terminal volume of 1 cm^3^.

### RNA Sequencing

Total RNA was isolated using the RNeasy Mini Kit (Qiagen) from *Trp53* KO or *Trp53*-mutant astrocytes. Samples were prepared according to library kit manufacturer's protocol, indexed, pooled, and sequenced on an Illumina HiSeq. Basecalls and demultiplexing were performed with Illumina's bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch allowed in the indexing read. RNA-sequencing (RNA-seq) reads were then aligned to the Ensembl release 76 primary assembly with STAR version 2.5.1a (23). Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.6-p5 (24). Isoform expression of known Ensembl transcripts were estimated with Salmon version 0.8.2 (25). Sequencing performance was assessed for the total number of aligned reads, total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RseQC version 2.6.2 (26).

All gene counts were then imported into the R/Bioconductor package EdgeR (27) and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in the smallest group size minus one sample greater than one count-per-million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma (28). Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples with the voomWithQualityWeights (29). The performance of all genes was assessed with plots of the residual SD of every gene to their average log-count with a robustly fitted trend line of the residuals. Differential expression analysis was then performed to analyze for differences between conditions and the results were filtered for only those genes with Benjamini–Hochberg false-discovery rate adjusted *P* values less than or equal to 0.05. Interactions between sex and gene expressions were tested using the limma package.

#### Sparse Principal Component Analysis

Sparse principal component analysis (PCA) was performed on normalized gene counts using R/SparsePCA v0.1.2 (30) and variance plotted using the R package plot3D v1.3. Normalized gene counts for all genes with nonzero sparse loadings for the each of the first three principal components were used to generate heat maps. Heat maps were generated using R/heatmap3 v1.1.9.

#### Pathway Analysis

GOF transcriptomes were defined as all genes that were differentially expressed between p53-mutant and p53 KO astrocytes (FDR < 0.05) within each sex. The GOF gene lists were then compared between males and females within each mutation to define the sex-specific and shared GOF transcriptomes. Pathway enrichment analysis was performed on shared and sex-specific differentially expressed gene lists using ShinyGO v0.65 (31). Enrichment analysis is based on hypergeometric distribution followed by FDR correction.

### Whole-Exome Sequencing

Whole genomic DNA was isolated from 10^6^ cells using the QIAamp DNA Mini Kit (Qiagen 51304). gDNA was fragmented, indexed, and pool. Indexed pools were hybridized with Agilent SureSelectXT Mouse All Exon kit per manufacturer's instructions and sequenced on an Illumina NovaSeq-6000. Reads were analyzed using a DRAGEN Bio-IT processor (version 0 × 18101306) running software version 07.021.602.3.8.4. FASTQ files were mapped to mouse reference mm10 and output in CRAM format with duplicates marked. Hard filtered variants in the mouse exome target region were annotated with snpEff v4.3t.

### Chromatin Immunoprecipitation Sequencing

10 million astrocytes were fixed with 1% formaldehyde in DMEM/F12 for 10 minutes are room temperature with gentle rocking. Fixation was quenched by adding glycine to a final concentration of 125 mmol/L. Cells were washed with cold PBS, scraped into 5 mL cold PBS supplemented with protease inhibitors (PI), phosphatase inhibitors (PPI), and phenylmethylsulfonylfluoride (PMSF), and transferred to 15 mL conical tubes. Cell suspension were pelleted by centrifugation at 4°C for 5 minutes at 1,000 × *g* and resuspended in 1 mL Farnham lysis buffer (plus PI, PPI, and PMSF) for 10 minutes with gentle vortexing every two minutes to isolate nuclei. Nuclei were pelleted by centrifugation at 4°C, for 5 minutes at 2,000 rpm. The nuclear pellet was resuspended in 1 mL RIPA buffer (plus PI, PPI, and PMSF). Sonication was performed on an Epishear probe-in sonicator (Active Motif) at 50% amplitude for 15 cycles of 10 seconds, with 20 seconds of rest between each cycle. Immunoprecipitation was performed as previously described, with an antibody recognizing mouse p53 (see Methods, Table 1).

Sequencing reads were generated using Illumina NovaSeq S4 (2 × 150bp) and processed using the ENCODE Transcription Factor and Histone ChIP-Seq processing pipeline v1.1.6 (http://github.com/ENCODE-DCC/chip-seq-pipeline2). The pipeline filtered and mapped reads to the Mus musculus genome (mm10), validated the quality of the data, and generated fold change signal tracks over the inputs using MACS2. Signal tracks of fold enrichment were visualized with the WashU Epigenome browser (https://epigenomegateway.wustl.edu). Motif search for peaks near gene transcript starting sites was conducted using Hypergeometric Optimization of Motif EnRichment (HOMER, v4.8.3; http://homer.ucsd+.edu/homer/index.html).

#### IHC of Mouse Tumors

Mouse flank tumors were dissected, drop fixed in 4% paraformaldehyde overnight at 4°C, and transferred to 30% sucrose. Tumors were imbedded in a paraffin block, sectioned, and mounted on microscope slides. Histologic features were determined by hematoxylin and eosin staining. IHC was performed against mouse p53. Antibodies and dilutions are listed in Methods in Table 1. IHC signal was developed with the ImmPACT DAB Peroxidase Kit (Vector Laboratories, SK-4105).

### Statistical Analysis

All *in vitro* experiments were carried out at least three times using cells from three independent thaws and platings. Comparisons between mutation frequencies were determined by Fisher exact test. Two-tailed Student *t* test was used for direct comparisons between mutants in the growth assay and tumor volumes. Differences in tumor growth rate were determined by two-way ANOVA. A *P*e < 0.05 was considered statistically significant. Correlations between mutational burden and proliferation were calculated using Pearson correlation. Statistics were calculated using GraphPad Prism version 9.0.1.

#### Antibodies

Antibodies used in this study are listed in Table 1

#### Unique Materials Availability

Male and female astrocyte cultures null for p53 or expressing p53-mutant constructs are primary cultures of limited passage number. These will be freely shared upon request pending availability.

#### Data Accessibility Statement

All sequencing data are available through GEO via accession number GSE188710: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188710

## Results

### Sex Differences in the Incidence of p53 Mutations in GBM

Across cancer, *TP53* mutations are most commonly missense mutations in the DBD compared with deletions, inactivating (truncating mutations), or missense mutations outside of the DBD. In patients with LFS, central nervous system (CNS) tumors in particular are significantly associated with germline mutations in the helix-loop-helix region of the DBD, suggesting that these mutations preferentially predispose LFS patients to brain tumors (32). To further investigate the association between mutant p53 in CNS tumors and glioblastoma (GBM), we asked whether this pattern was also present for somatic p53 mutations. *TP53* mutation data were aggregated from multiple studies deposited in the cBioPortal database, including the pan-cancer MSK-IMPACT Clinical Sequencing Cohort and all available studies for glioblastoma, pan-CNS cancers, and the top five cancer types by incidence: breast, lung, skin, pancreatic, and colorectal (33). A complete list of studies and cancer subtypes included in this analysis can be found in Supplementary Table S1. We analyzed the frequency of missense mutations in the DBD as a percentage of all p53 mutations (Fig. 1A and B). Despite the DBD contributing 48% of the amino acids in the full-length p53 protein, missense mutations in the DBD account for 61.5% of p53 mutations in the pan-cancer dataset. In comparison with pan-cancer, missense mutations in the DBD are significantly more frequent in GBM (72.1%, *P* = 0.0001, Fisher exact test), CNS tumors (76.8%, *P* <0.0001), and colon cancer (66.4%, *P* = <0.0001), significantly less frequent in breast cancer (56.5%, *P* < 0.0001), and skin cancer (52.5%, *P* = 0.0015), and equally common in prostate (61.4%) and lung cancers (61.7%). In total, missense mutations in the DBD were observed in 19.7% of GBM cases, compared with inactivating mutations in 7.6% and complete deletion in 1%. Together, these data support an enhanced impact of missense mutations in the p53 DBD on GBM and CNS tumor development.

**FIGURE 1:**
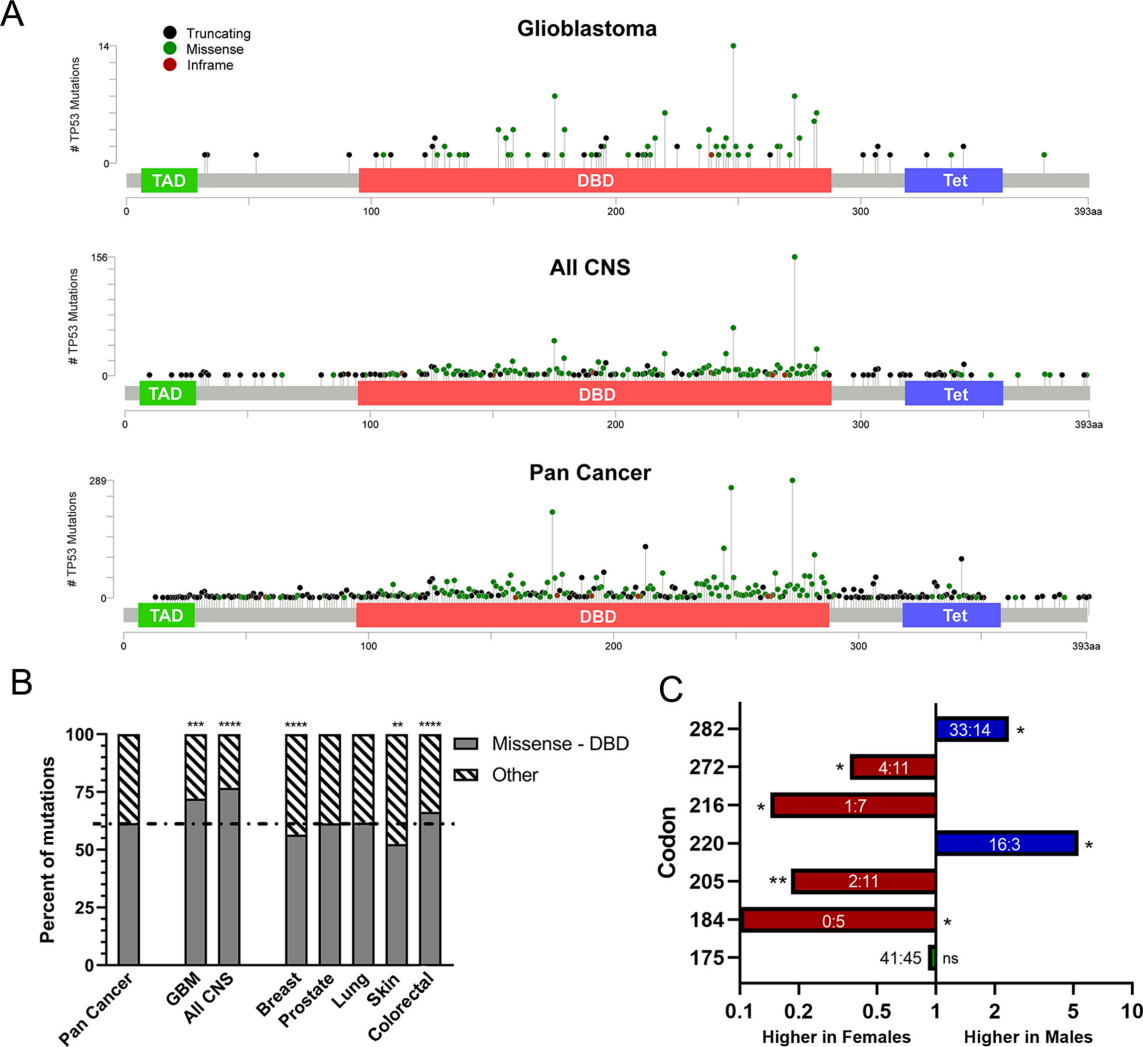
p53 missense mutations are enriched in GBM and show a sex difference in incidence. **A,***TP53* mutation analysis from cBioPortal representing distribution of all truncating, missense, and in-frame *TP53* mutations in glioblastoma, all CNS tumors, and pan-cancer analysis. **B,** The fraction of mutant *TP53* tumors with missense mutations in the DBD (Missense – DBD) was compared with all other *TP53* mutation types and *TP53* domains (Other) in pan-cancer, GBM, CNS tumors, breast cancer, prostate cancer, lung cancer, skin cancer, and colorectal cancer. Significant enrichment or reduction compared with the pan cancer data set was determined by Fisher exact test. **C,** Analysis of the male to female ratio of *TP53* missense mutations in GBM from TCGA, COSMIC, and IARC databases revealed six codons with a significant difference in the frequency of mutations in males and females. Bars are the ratio of male to female tumors with p53 mutated at each codon. The absolute mutation counts are labeled within each bar. Significance was determined by Fisher exact test. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

We next asked whether the frequency of individual mutations is influenced by patient sex. *TP53* mutation data was combined and analyzed from GBM and CNS tumor specimens from The Cancer Genome Atlas (TCGA), the Catalogue of Somatic Mutations in Cancer (COSMIC), and the International Association for Research on Cancer (IARC) p53 database to determine the frequency of mutations at each codon in the DBD (34–36). In total, 554 male tumors and 442 female tumors were included in the analysis. Six codons, present in 10.8% of all cases were identified as having a sex difference in their mutation frequency by Fisher exact test *P* < 0.05 (Fig. 1C). Four codons were mutated more frequently in females: D184, Y205, V216, and V272, and two codons more frequently in males: Y220 and R282. Notably, both codons more commonly mutated in males are classified as hotspot mutations for their high mutation frequency across cancers (37). Codon R175 is among the best characterized hotspot mutations and has no sex difference in mutation frequency in GBM. The prevailing hypothesis for pan-cancer hotspot mutations is that these p53 GOF mutations confer a fitness advantage that drives their selection. Applying this same principle to our findings, we hypothesized that that p53 missense mutations have differential GOF effects in males and females that contribute to the selective advantage of certain mutations.

#### Modeling Mutant p53 GOF

To determine whether there are sex differences in p53 GOF activity, we developed a model of mutant p53 overexpression in mouse primary astrocytes. Briefly, astrocytes were harvested as previously described from the cortices of postnatal day one mouse pups harboring one p53 allele with flanking lox-P sites and one deleted p53 allele (14). The pups were sex-typed using the X- and Y-chromosome paralogs, *Jarid1C/D*. Astrocytes from a minimum of three pups were combined per sex to produce male and female *Trp53^f/^^−^* (p53 WT) astrocytes (Fig. 2A; ref. 14). Astrocyte purity was assessed using glial fibrillary acidic protein (GFAP) immunofluorescence (IF; Fig. 2B). To evaluate potential sex differences in p53 GOF, we selected three mutations: *Trp53^R172H^*, *Trp53^Y202C^*, and *Trp53^Y217C^* for evaluation. *Trp53^R172H^* (Hs *TP53^R175H^*) is among the most common mutations across cancer and has established GOF (17). It exhibits no sex difference in frequency in GBM. *Trp53^Y202C^* (Hs *TP53^Y205C^*) is the mutation with the most significant sex difference in frequency in female patients. *Trp53^Y217C^* (Hs *TP53^Y220C^*) has the most significant sex difference in frequency among the mutations more common in males. Male and female p53 WT astrocytes were transduced with retrovirus to stably overexpress mutant *Trp53*-IRES-*eGFP* for each missense mutation*,* and eGFP-positive cells were sorted by flow cytometry. A common cooccurring event in cancers expressing mutant p53 is the loss of the second wild-type p53 allele, known as loss-of-heterozygosity (LOH). LOH has been shown to be required for stabilized mutant expression and GOF activity in some mutants (38). To mirror these events in our *in vitro* cell model, WT and mutant p53 astrocytes were transduced with a lentiviral vector expressing Cre recombinase and Puromycin N-acetyl transferase (*Pac*). The cultures were selected for Cre/Pac-positive cells for one week with 2.5 μmol/L puromycin to produce p53 KO and p53^mutant/−^ astrocytes (Fig. 2C). Figure 2D displays a representative Western blot measuring p53 protein levels in each cell line. Under low stress conditions, WTp53 is negatively regulated by the E3 ubiquitin ligase Mdm2. In response to DNA damage, p53 is phosphorylated inhibiting Mdm2 interactions and stabilizing the p53 protein. As a positive control, *p53^f/^^−^* astrocytes were treated with a combination of the DNA-damaging agent etoposide (10 μg/mL) and the Mdm2 inhibitor Nutlin-3a (10 μmol/L) or DMSO for 8 hours leading to stable induction of p53 protein. p53 KO astrocytes expressing Cre but lacking mutant p53 expression had no detectable p53. In contrast, high levels of overexpressed mutant p53 protein were observed in male and female astrocytes transduced with each of the retrovirus-encoded p53 mutations. To confirm the loss of the WT floxed p53 allele in Cre-positive cells, we performed a PCR with primers specific to the floxed and deleted p53 alleles (Fig. 2E). Introduction of Cre eliminated the floxed allele band indicating the complete loss of p53 at the WT locus. To ensure that WTp53 was completely depleted in the Cre-expressing astrocytes, WTp53 and p53KO astrocytes were treated with etoposide and Nutlin-3a or DMSO for 8 hours and p53 protein was detected by IF. Cotreatment induced high levels of nuclear localized p53 in WT astrocytes but resulted in no detectable p53 in the p53 KO astrocytes (Fig. 2F). IF for p53 in male and female astrocytes expressing mutant p53 confirmed that in the absence of treatment all three mutations expressed high levels p53 protein throughout the cell body (Fig. 2G).

**FIGURE 2:**
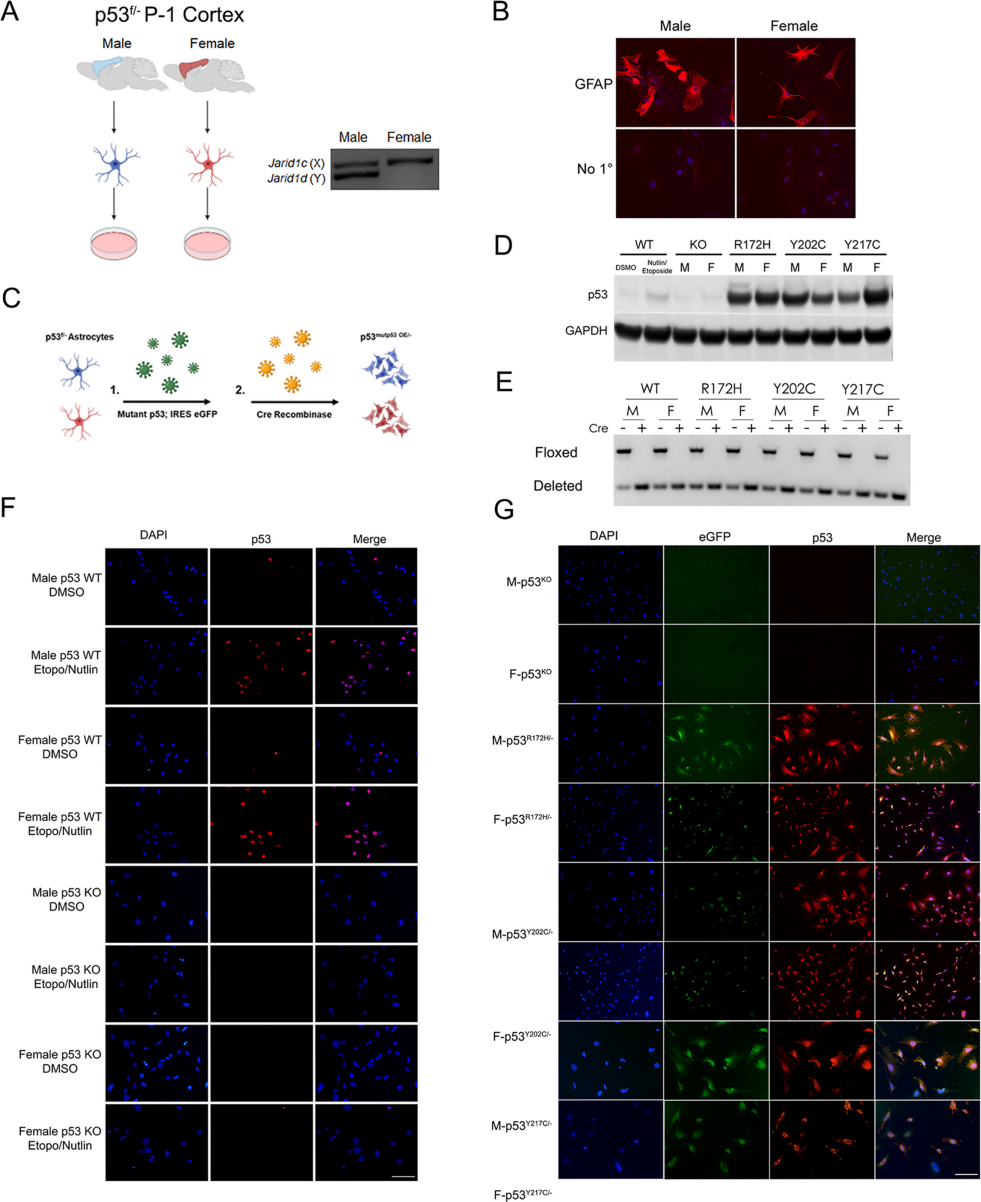
Modeling p53 missense mutations in GBM. **A,***Trp53^f/−^* astrocytes were isolated from the cortices of male and female postnatal day 1 mouse pups. The sex of the astrocytes was determined by genotyping PCR (left), and male or female astrocytes from at least 3 pups were combined. **B,** Astrocytes were stained for the astrocyte lineage marker GFAP to confirm astrocyte purity. Scale bar, 100 μm. **C,** To create mutant p53–expressing astrocytes, *Trp53^f/−^* astrocytes were transduced with retrovirus to overexpress mutant *Trp53*-IRES-eGFP, and eGFP-positive cells were sorted by flow cytometry. Sorted eGFP-positive astrocytes were transduced with lentivirus to express Cre-IRES-Puro and selected with 2.5 μg/mL puromycin for 1 week. **D,** Western blot assay was performed using 50 μg of whole-cell lysates from male and female *Trp53^f/−^* (WT), *Trp53* KO, and *Trp53^mut/−^* astrocytes. *Trp53^f/−^* (WT) astrocytes were treated with 20 μg/mL etoposide and 10 μg/mL Nutlin-3a or DMSO control for 8 hours. Mutant p53 astrocytes stably express mutant p53 protein at high levels compared without the treatment needed to stabilize WT p53 protein. **E,** Loss of the lox-p53-lox (floxed) allele following introduction of Cre recombinase was confirmed by PCR. **F,** Treatment with Nutlin-3a and etoposide to stabilize p53 results in detectable p53 protein in p53 WT but not p53 KO astrocytes. *Trp53^f/−^* astrocytes were treated with 20 μg/mL etoposide and 10 μg/mL Nutlin-3a or DMSO for 8 hours and were fixed and stained by IF for p53 protein. Scale bar, 200 μm **G,** IF for GFP (green) and p53 (red) p53 KO and mutant astrocytes. Scale bar, 200 μm.

#### Sex Differences in p53 GOF Phenotype

Accelerated proliferation is among the most frequently observed phenotypes attributed to mutant p53 GOF. In addition to the loss of WTp53 regulation of cell cycle, GOF-mutant p53 interacts with several transcription factors to increase the transcription of pro-proliferation genes (17). Thus, we measured the growth effects of each mutation in both sexes. 3,000 male or female p53 WT, p53 KO, p53^R172H^, p53^Y202C^, and p53^Y217C^ astrocytes were plated in triplicate on 10-cm dishes, in three independent experiments, and allowed to expand for eight days before fixing and Giemsa staining nuclei. KO alone increased astrocyte proliferation compared with WT astrocytes but exhibited no detectable sex differences. All three p53 mutations exhibited a GOF growth phenotype in a sex-dependent manner. Expression of p53^R172H^ in females and p53^Y202C^ and p53^Y217C^ in males significantly increased growth in comparison with p53 KO astrocytes and astrocytes expressing the same mutation in the opposite sex (two-way ANOVA, *P* < 0.05). While p53^R172H^ in males, p53^Y202C^ in females, and p53^Y217C^ females were insufficient to increase proliferation over p53 KO (Fig. 3A–C), male p53^R172H^ and female p53^Y202C^ astrocytes formed denser colonies compared with KO, suggesting that these mutations may possess sex-dependent GOF activity (Fig. 3B). In female cells, p53^Y217C^ expression appeared to decrease the growth phenotype compared with KO. To ensure that this effect was not a technical artifact of the assay, we plated a 5-fold titration of male and female p53 KO and p53^Y217C^ astrocytes and incubated them for five days at which point the fastest growing cells reached overconfluency (Supplementary Fig. S1). This experiment confirmed the previous observation, with female p53^Y217C^ growing slower than p53KO, p53KO exhibiting no sex difference, and male p53^Y217C^ growing the fastest. Together, these data support that p53 GOF effects are dependent on an interaction between sex and mutation. Modeling the interaction between sex and mutation as a function of growth revealed a statistically significant interaction between sex and genotype for each mutation (mixed effect linear regression with variances controlled among technical replicates, p53^R172H^*P* = 7.78 × 10^−5^, p53^Y202C^*P* = 0.00413, p53^Y217C^*P* = 1.41 × 10^−8^).

**FIGURE 3:**
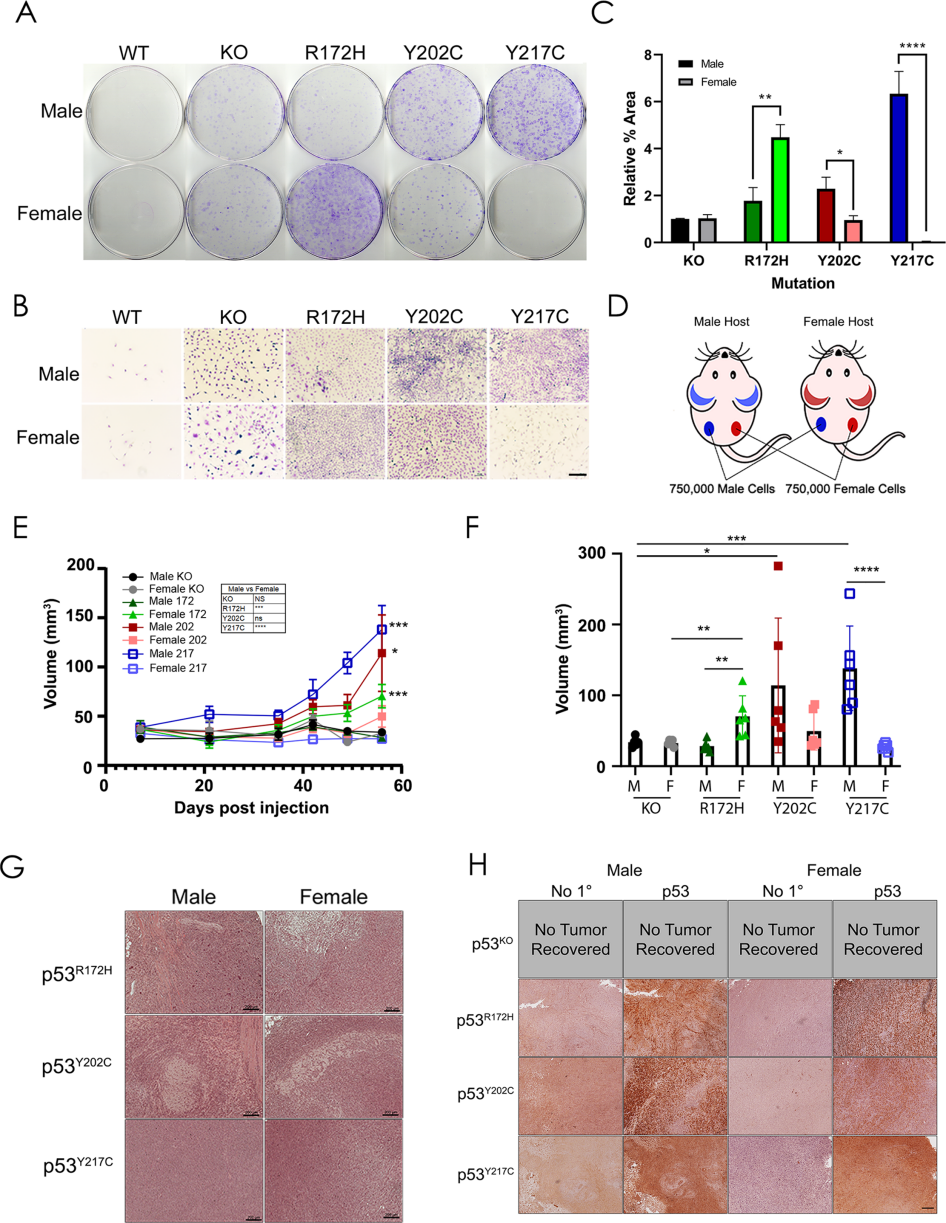
p53 missense mutations exhibit sex-specific GOF effects on growth and tumorigenicity. **A,** Male and female WT p53, p53 KO, p53^R172H^, p53^Y202C^, and p53^Y217C^ astrocytes were plated at 3,000 cells per 10 cm and incubated in normal growth conditions for 8 days, fixed with 100% methanol, and stained with Giemsa stain. Representative plates show a sex-specific GOF growth phenotype. **B,** Representative magnified images of astrocyte colonies showing differences in the density of colonies between male and female mutant p53 astrocytes. Scale bar, 100 μm. **C,** The percent area covered by stained cells was quantified in ImageJ and normalized to male KO controls (*n* = 3). Significance determined by unpaired Student *t* test. **D,** Schematic of subcutaneous flank injection protocol. 750,000 male and female astrocytes were injected subcutaneously into the opposing flanks of 3 male and 3 female nude mice. **E,** Flank tumors were measured weekly using a digital caliper (*n* = 6). Female p53^R172H^, male p53^Y202C^, and male p53^Y217C^ tumors grew significantly faster than their sex-matched p53 KO astrocytes. p53^R172H^ and p53^Y217C^ tumors also exhibited sex differences in tumor growth (inset table). Significance was determined by two-way ANOVA. **F,** Tumors were harvested from the mouse flanks and volumes measured postresection. When no tumor was recovered, the original Matrigel injection was measured for final tumor volume. Significant differences in tumor volume were determined by performing a log-transformed Welch-corrected two-tailed *t* test. **G,** Representative hematoxylin and eosin–stained sections from flank tumors. Scale bars, 200 μm. **H,** IHC staining was performed on each resected tumor showing high expression of mutant p53 in the tumor. Scale bar, 200 μm. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ***, *P* < 0.0001.

Next, we asked whether the growth phenotypes were correlated with sex differences in tumorigenicity. Equal numbers of each male and female KO and p53-mutant astrocyte lines were injected into parallel flanks of three male and three female NCr nude mice (*n* = 6) as illustrated in Fig. 3D. Flank tumor volume was measured by digital caliper weekly until the first tumor reached terminal size. Male p53^Y217^, male p53^Y202C^, and female p53^R172H^ tumors grew significantly faster than p53 KO tumors (two-way ANOVA, *P <* 0.05; Fig. 3E). When comparing between sexes, male p53^Y217C^ and female p53^R172H^ tumors grew significantly faster than the same mutation in the opposite sex, while the effects of neither p53^Y202C^ nor p53 KO were significantly affected by sex (Fig. 3E inset, two-way ANOVA, *P* < 0.05). In total, 0/6 KO, 16.7% (1/6) of male and 83.3% (5/6) of female p53^R172H^, 66.6% (4/6) of male and 50% (3/6) of female p53^Y202C^, and 100% (6/6) of male and 16.6% (1/6) of female p53^Y217C^ astrocyte injections formed tumors. In addition to the frequency of tumor formation, female p53^R172H^, male p53^Y202C^, and male p53^Y217C^ tumors were significantly larger than tumors expressing the same mutation in the opposite sex (Fig. 3F, Supplementary Fig. S2, log-transformed Welch-corrected two-tailed *t* test, *P* < 0.05). When no tumor was recovered, the final tumor volume reflects the volume of the recovered Matrigel pellet. The sex of the host mouse had no observed effect on tumor size or frequency which is consistent with cell-intrinsic sex differences as we previously observed (14, 15). Resected tumors all had features indicative of gliomas including nuclear atypia and hypercellularity (Fig. 3G) and expressed high levels of mutant p53 protein (Fig. 3H). In comparison with p53 KO, all mutations exhibited a GOF in tumorigenicity compared with p53 loss regardless of sex. However, three distinct patterns of sex differences in GOF were observed. p53^R172H^ mutants had the greatest female sex effect. p53^Y202C^ had a trend toward greater tumorigenicity in males but had the smallest differences between sexes. p53^Y217C^ GOF activity was greatest in males and was the only mutation which formed tumors from every injection supporting male-specific GOF for this mutation.

#### Mutant p53 and Genomic Instability

All mutations were introduced at the same astrocyte passage under equivalent conditions with WTp53 intact. Introduction of mutant p53 and loss of WT p53 function disrupts DNA repair and cell-cycle checkpoints leading to genomic instability and the acquisition of additional mutations (39). We questioned whether the observed sex differences in growth and tumorigenicity might be driven by differences in genomic instability or acquisition of sporadic oncogenic mutations. We performed whole-exome sequencing and measured mutational burden in male and female mutant p53–expressing cells and p53 KO cells. Loss of WT p53 function led to equivalently large increases in mutational burden in all eight cell lines. To determine whether overall mutational burden was impacting phenotype, the raw mutation count was plotted against the percent area from the growth assay in Fig. 2. There was no significant correlation between mutational burden and proliferation (Supplementary Fig. S3A). Most mutations identified were silent or intergenic. Further analysis of missense, frame-shift, and nonsense mutations predicted to have a moderate-to-high impact on gene expression or function, also exhibited similar frequencies between cell lines with no correlation between the number of mutations and growth (Supplementary Fig. S3B).

Finally, we asked whether there were any unique mutations that could be contributing to these phenotypic differences. Supplemental Table S2 lists every gene with a homozygous missense, frame-shift, or nonsense mutation in at least one cell line. Almost all mutated genes were altered across tumor-forming and non-tumor–forming cells. Three genes, *Calcoco2*, *Rbmy*, and *Thap1* were identified as uniquely mutated only in male p53^Y202C^ cells. None of these genes have been described as cancer-related. Together, these data suggest that genomic instability and the acquisition of sporadic mutations does not account for the observed sex differences.

#### P53 Mutants Drive Unique Transcriptional Programs in Males and Females

One of the primary mechanisms of mutant p53 GOF activity is the transcriptional regulation of genes in protumorigenic pathways. Previous studies have identified several oncogenic targets of both R175H and Y220C mutations (17). To determine whether mutant p53 exhibits GOF transcriptional activity, we performed mRNA-sequencing (RNA-seq) on RNA isolated from each cell line and compared the differentially expressed genes between each mutation and p53 KO within each sex. 

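Expression was measured by RNA-seq in 8 astrocyte lines, male and female p53 KO, p53 R172H, p53 Y202C, and p53 Y217C, with 3 replicates per line and 24 libraries in all. The sample labels name 1 primary culture of each sex, and the paper states for its in vitro experiments that replicates came from independent thaws and platings. The replicates therefore measure the spread within a line and not the spread between animals. The sample labels give passages 10 to 15, and the methods give 4 to 15 passages after selection for all assays. The authors aligned the reads with STAR to an Ensembl primary assembly, counted uniquely aligned and unambiguous reads on genes with featureCounts, and deposited raw read counts without normalization. The paper's text does not name the strand on which reads were counted. The deposited counts cover 14427 genes, each above 1 CPM in at least 3 libraries, so requiring more than 1 CPM in at least 2 libraries removed no gene. Total counts per library ranged from 52787288 to 136503809, with a median of 80684345. The median total was 105860740 in female p53 KO, 98475404 in female p53 R172H, 64518448 in female p53 Y202C, and 77372015 in female p53 Y217C. In males it was 126570148 for p53 KO, 80372773 for p53 R172H, 74026759 for p53 Y202C, and 71966017 for p53 Y217C. Counts were normalized by edgeR's TMM method, and a model with 1 mean per line was fitted to all libraries. Differential expression was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. Gene symbols and positions were taken from GENCODE M21 (GRCm38), which names 14350 of the genes by their Ensembl identifiers.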

In all cases, introduction of mutant p53 led to significant changes in gene expression compared with p53 KO, confirming neomorphic transcriptional function (FDR < 0.05; Supplementary Fig. S4). 

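In males, 5872 of the 14427 genes differed between p53 R172H and p53 KO, of which 2916 were higher and 2956 lower. Male p53 Y202C differed at 10529 genes, with 5425 higher and 5104 lower. Male p53 Y217C differed at 10176 genes, with 5040 higher and 5136 lower. In females, p53 R172H differed from p53 KO at 10060 genes, with 4961 higher and 5099 lower. Female p53 Y202C differed at 9891 genes, with 4942 higher and 4949 lower. Female p53 Y217C differed at 8183 genes, with 4037 higher and 4146 lower. The alternative that moved these counts most was an adjusted p of 0.01 or less, under which male p53 R172H differed at 4145 genes. With limma's voomWithQualityWeights, the test the paper's methods name, male p53 R172H differed at 7055 genes. With the replicate number as a block, the counts for p53 R172H, p53 Y202C, and p53 Y217C were 5689, 10439, and 10065 genes in males. The same block gave 9963, 9791, and 8035 genes in females.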

We next compared the differentially expressed genes between male and female astrocytes within each mutation. p53 KO, p53^R172H^, p53^Y202C^, and p53^Y217C^ yielded 7183, 9013, 10,902, and 10,748 significant differentially expressed genes between sexes, respectively (FDR < 0.05; Fig. 4A). 

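Between male and female p53 KO, 4482 genes were differentially expressed, with 2486 higher and 1996 lower in males. For p53 R172H the number was 8948, with 4670 higher and 4278 lower in males. For p53 Y202C it was 10869, with 5434 higher and 5435 lower. For p53 Y217C it was 9810, with 4812 higher and 4998 lower. Above an absolute log2 fold change of 0.5 the numbers higher and lower in males were 1126 and 604 in p53 KO, 1975 and 2412 in p53 R172H, 3490 and 3597 in p53 Y202C, and 2921 and 2555 in p53 Y217C, so the balance reversed in p53 R172H and p53 Y217C. Without the threshold on the fold change, the differentially expressed genes made up 31.1% of the genes tested in p53 KO, 62% in p53 R172H, 75.3% in p53 Y202C, and 68% in p53 Y217C. The median absolute log2 fold change of all these differentially expressed genes was 0.38 in p53 KO, 0.49 in p53 R172H, 0.69 in p53 Y202C, and 0.56 in p53 Y217C. The choice of test moved the p53 KO count most, to 7186 genes with limma's voomWithQualityWeights. With the replicate number as a block the counts were 4313, 8832, 10797, and 9713 genes for p53 KO, p53 R172H, p53 Y202C, and p53 Y217C.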

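*Xist* (ENSMUSG00000086503) lies on chromosome X of GRCm38 from 103460366 to 103483254 and overlaps *Tsix* on the opposite strand. Its normalized expression was 265 ± 19.7 CPM (SD, n = 3) in female p53 KO, 521 ± 70.5 in female p53 R172H, 595 ± 154 in female p53 Y202C, and 410 ± 66.9 in female p53 Y217C. No male line had a mean above 0.175 CPM. The log2 fold change of males against females lay between -12.51 in p53 Y217C and -11.78 in p53 Y202C, with a largest adjusted p of 4e-19 in p53 KO. *Agtr2*, also on chromosome X, had at most 3 counts in every library except those of female p53 R172H, with 19.7 ± 1.88 CPM (SD, n = 3), and female p53 Y202C, with 2.99 ± 0.509 CPM. It was at least 521-fold higher in females than in males for p53 R172H and at least 66-fold higher for p53 Y202C. In p53 KO and p53 Y217C its expression was not detectable above the smallest count the depth can show in either sex. *Eda* differed between the sexes in p53 Y217C, with 7.67 ± 0.678 CPM (SD, n = 3) in females and 0.18 ± 0.0386 CPM in males. That log2 fold change was -5.40 (standard error 0.28, adjusted p = 1.42e-14). In the remaining genotypes *Eda* was not past the threshold, with log2 fold changes of -0.04 in p53 KO (adjusted p = 0.919), -0.01 in p53 R172H (adjusted p = 0.986), and 0.30 in p53 Y202C (adjusted p = 0.251). On chromosome Y, *Ddx3y* was at least 1730-fold higher in male than in female p53 KO, *Eif2s3y* at least 858-fold, *Kdm5d* at least 743-fold, and *Uty* at least 486-fold. In male p53 KO, *Ddx3y* had 64 ± 1.86 CPM (SD, n = 3), *Eif2s3y* 31.8 ± 1.07, *Kdm5d* 27.5 ± 1.13, and *Uty* 18 ± 0.591. The Y-linked genes were expressed at lower levels in male p53 Y202C and p53 Y217C than in male p53 KO. In male p53 Y202C, *Kdm5d* had a log2 fold change of -2.15 against p53 KO (standard error 0.11, adjusted p = 2.73e-13). *Uty* changed by -2.10, *Ddx3y* by -1.77, and *Eif2s3y* by -1.71. In male p53 Y217C the changes were -1.19 for *Kdm5d*, -1.16 for *Uty*, -1.22 for *Ddx3y*, and -0.48 for *Eif2s3y*, where the largest adjusted p was 0.000138. In male p53 R172H none of these 4 genes passed the threshold, with log2 fold changes from -0.25 to -0.05, although limma's voomWithQualityWeights and DESeq2 placed *Uty* and *Ddx3y* past it.

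**Figure D1:**
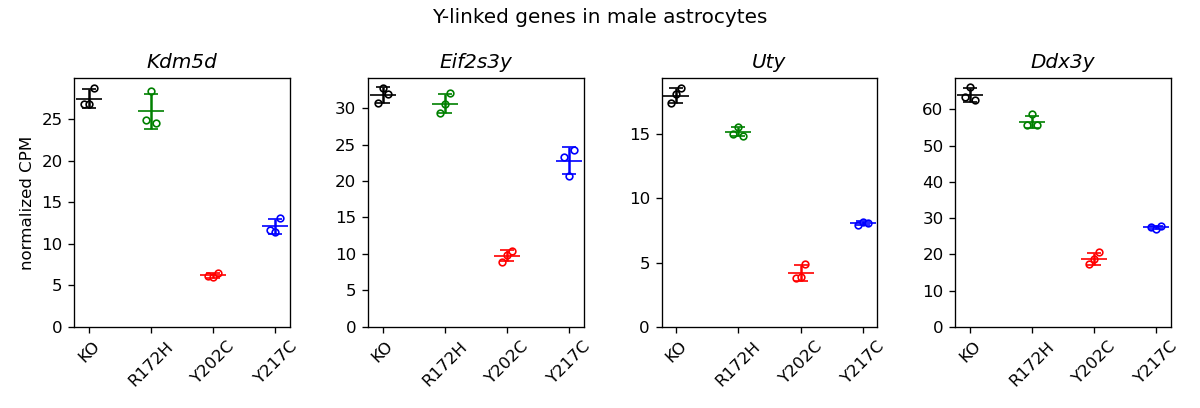
Normalized expression in CPM (y axis, linear from 0) of *Kdm5d*, *Eif2s3y*, *Uty*, and *Ddx3y* in the male lines, with replicates as circles and bars for the mean ± SD (n = 3). *Ddx3y* is at 18.8 CPM in male p53 Y202C and 27.5 CPM in male p53 Y217C, against 64 CPM in male p53 KO.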

Predictably, sex chromosome–linked genes including the X-linked genes *Xist, Agtr2*, and *Eda*, and the Y-linked genes *Uty, Eif2s3y, Ddx3y,* and *Kdm5d* are among the most differentially expressed genes across all mutations. However, these genes represent only a small fraction of the genes with a sex difference in expression.

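Of the 14350 genes with a chromosome in the annotation, 551 lie on chromosome X and 7 on chromosome Y. Among genes with a sex difference, 140 X-linked and 7 Y-linked genes were counted in p53 KO, against 4323 autosomal genes. The X-linked and Y-linked genes numbered 294 and 6 in p53 R172H, 381 and 6 in p53 Y202C, and 333 and 6 in p53 Y217C. Together they made up 3.29% of the genes with a sex difference in p53 KO, 3.37% in p53 R172H, 3.58% in p53 Y202C, and 3.47% in p53 Y217C. A sex difference was found for 25.4% of X-linked and 31.3% of autosomal genes in p53 KO. In p53 R172H it was found for 53.4% of X-linked and 62.4% of autosomal genes. In p53 Y202C these shares were 69.1% and 75.7%, and in p53 Y217C they were 60.4% and 68.4%.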

**FIGURE 4:**
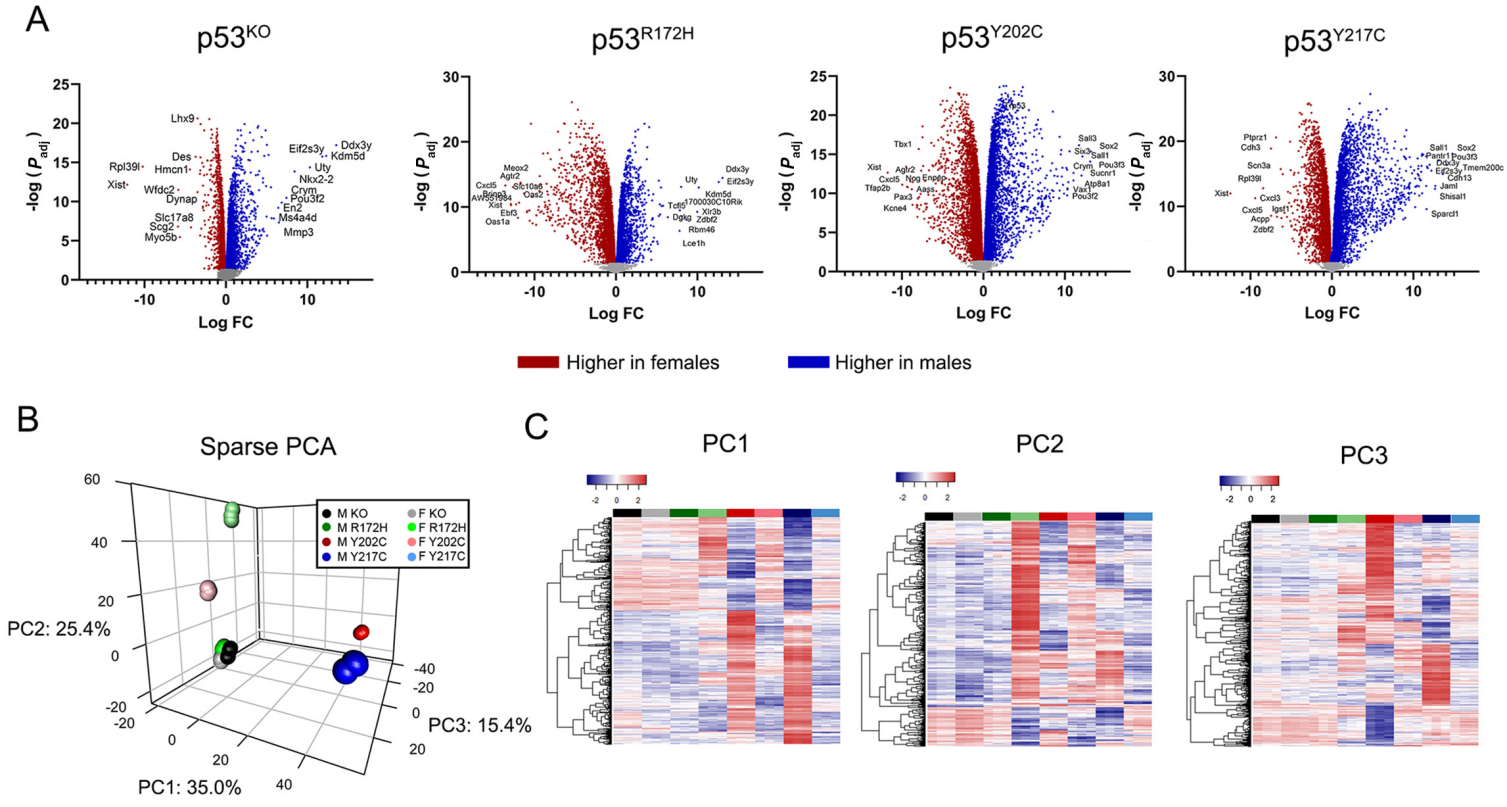
p53 missense mutations have sex-specific/mutation-specific GOF effects on gene expression. **A,** Volcano plots of all significant differentially expressed genes between males (blue) and females (red). The labeled points represent the ten genes with the greatest differences in expression (logFC). Significance was determined by FDR < 0.05. **B,** Sparse PCA analysis displaying variation between highly tumorigenic and weakly tumorigenic cell lines. **C,** Heat maps with hierarchical clustering of log_2_-transformed CPM for all genes contributing to each principal component in the sparse PCA analysis. Each colored bar spans three independent replicates for each mutation in each sex. Colors matched the figure legend in **B**.

To evaluate how gene expression varies as a function of p53 mutation and sex, we performed a sparse principal component analysis. 

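The principal components were computed from log2-transformed CPM of all 14427 genes in the 24 libraries, with TMM normalization, a prior count of 2, and each gene centered but not scaled. Ordinary principal component analysis was used for the reported values. Sparse analysis by variable projection, which sets the loadings of most genes to 0, was run as an alternative, because the paper names R's SparsePCA package but its text does not name the penalties used.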

The first three principal components account for 75.8% of total variance. 

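Ordinary components 1, 2, and 3 accounted for 36.9%, 23.8%, and 12.9% of the total variance, 73.6% together. The sparse components with a penalty of 0.0001 accounted for 23.2%, 14.8%, and 7.1% when the variance of the projected data was adjusted for correlated components. That adjusted share still fell with further iterations. Computed instead from the singular values of the last update, a definition chosen after the values were seen, the sparse shares were 36.8%, 23.6%, and 12.7%.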

Strikingly, the samples clustered primarily by their ability to form tumors with low-tumorigenic male and female KO, male p53^R172H^, and female p53^Y217C^ clustering together, while high-tumorigenic female p53^R172H^, female p53^Y202C^, male p53^Y202C^, and male p53^Y217C^ clustered independently (Fig. 4B; Supplementary Fig. S5). 

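The mean distance between the centroids of male and female p53 KO, male p53 R172H, and female p53 Y217C in the 3 components was 17.9. Of the 70 ways to choose 4 of the 8 lines, this choice had the smallest mean distance. The paper reported this grouping from the principal components of the same libraries, so the rank describes the grouping and is not an independent test of it. The median over all choices was 112.1. The 4 high-tumorigenic lines had a mean distance of 143.5 and ranked 67. The mean distance of a replicate to the centroid of its line was 3.2. The closest pair of lines was female p53 Y217C and male p53 R172H, at a distance of 4.7, followed by female p53 KO and female p53 Y217C at 6.4.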

Among the cell lines with high tumorigenic potential, the first two principal components account for the majority of sex differences with male p53^Y202C^ and p53^Y217C^ separating in PC1 and female p53^Y202C^ and p53^R172H^ separating in PC2. 

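On component 1, male p53 Y202C had a mean score of 82.1 ± 1.1 (SD, n = 3) and male p53 Y217C 102.9 ± 1.9, while female p53 Y202C had -47.6 ± 0.4 and female p53 R172H -56.7 ± 0.5. On component 2, female p53 R172H had 84.0 ± 4.5 and female p53 Y202C 39.5 ± 3.1. Male p53 Y217C had 33.5 ± 4.0 and male p53 Y202C -2.4 ± 1.0 on component 2. The low-tumorigenic lines lay between -27.8 and -2.7 on component 1 and between -45.7 and -27.2 on component 2.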

Meanwhile, PC3 encompasses the majority of variation between mutants. 

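On component 3, male p53 Y202C had a mean score of 69.1 ± 2.2 (SD, n = 3) and male p53 Y217C -53.6 ± 1.3. Female p53 R172H had 23.0 ± 0.7 and female p53 Y202C -17.9 ± 0.9. The low-tumorigenic lines had scores from -10.6 in male p53 KO to -1.1 in male p53 R172H.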

The normalized expression for all genes contributing to each principal component are displayed in heat maps in Fig. 4C. 

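In the sparse analysis run here, 1048 genes had non-zero loadings on component 1, 903 on component 2, and 1297 on component 3. These numbers depend on the penalty. A stronger penalty left 503, 435, and 562 genes.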

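Over all genes rather than the principal components, the distance between the centroids of high-tumorigenic lines ranged from 110.9, between female p53 R172H and female p53 Y202C, to 186.0, between female p53 R172H and male p53 Y217C. Between the low-tumorigenic lines the distance ranged from 67.6, between male and female p53 KO, to 100.9, between male p53 KO and female p53 Y217C. Female p53 Y217C and male p53 R172H were 78.0 apart, and female p53 KO and female p53 Y217C 88.9. Male and female p53 Y202C were 167.0 apart. Male and female p53 R172H were separated by 139.7 and male and female p53 Y217C by 167.8.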

All tumor-forming cell lines have distinct transcriptomes, suggesting that neither sex nor p53 mutation status alone explain the variation in gene expression. Rather, it is the interaction between mutation and sex that drives unique transcriptional phenotypes.

#### Sex and Mutant p53 Interact in the Regulation of Oncogenic Pathways

To characterize the sex-specific GOF transcriptome of each mutation, differentially expressed genes between mutant p53 and p53 KO were compared between sexes to define the sex specific (unique) and shared (overlapping) transcriptional impact of each mutation. We focused our analysis on those genes with an absolute log_2_ fold change greater than 0.5. 

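With an absolute log2 fold change above 0.5 in addition to the adjusted p, 1861 genes remained for male p53 R172H, 6531 for male p53 Y202C, and 5812 for male p53 Y217C. Of these, 768 were higher and 1093 lower for p53 R172H, 3293 and 3238 for p53 Y202C, and 3138 and 2674 for p53 Y217C. In females, 5603 genes remained for p53 R172H, 5435 for p53 Y202C, and 3657 for p53 Y217C. Here 2987 were higher and 2616 lower for p53 R172H, 2925 and 2510 for p53 Y202C, and 1787 and 1870 for p53 Y217C. In male p53 Y217C, female p53 R172H, and female p53 Y202C this balance was opposite to that without the threshold on the fold change.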

KEGG pathway enrichment analysis was used to evaluate whether shared or sex-specific changes in gene expression could be contributing to the differing tumorigenic phenotypes. 

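KEGG gene sets were not used here. The gene lists were instead tested against 14 mouse Reactome pathways chosen beforehand and 5 shorter lists of genes written by hand beforehand, covering DNA replication, cell cycle, p53 targets, extracellular matrix (ECM)-receptor interaction, and lysosome. Each of the 9 gene lists was compared with each pathway by a one-sided Fisher's exact test, with all genes tested for differential expression as the background and Benjamini-Hochberg adjustment over 126 Reactome tests and over 45 tests of the hand-written lists. The Reactome tests used the 12724 tested genes with 1 Entrez identifier. Of the Reactome tests, 12 had an adjusted p of 0.05 or less, and the same number did with lists from limma's voomWithQualityWeights and with the replicate block. The setting that moved this number most was testing genes that rose and genes that fell separately, with 18. In that setting the direction of a shared gene was its direction in males, and some shared genes changed the other way in females. Among the tests of hand-written lists, 6 passed, and 3 did with an absolute log2 fold change above 1.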

Concordant with differences in tumorigenesis, pathway analysis revealed three independent transcriptional patterns. p53^R172H^ expression had a substantially greater impact in females than males with approximately 7.4× more female-specific differentially expressed genes (Fig. 5A). 

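For p53 R172H, 590 genes passed both criteria in males alone, 1271 in both sexes, and 4332 in females alone. The number in females alone was 7.34 times that in males alone, 7.38 times with limma's voomWithQualityWeights and 7.42 times with the replicate block. Of the male-only genes, 279 were higher and 311 lower than in p53 KO. Of the female-only genes, 2185 were higher and 2147 lower. The shared genes are defined without regard to direction, and 561 of them, or 44.1%, changed in opposite directions in males and females. The threshold on the fold change moved these numbers most. Without it, 1374 genes were male-only, 4498 shared, and 5562 female-only, which is a smaller ratio of female-only to male-only genes. With an absolute log2 fold change above 1 the male-only, shared, and female-only genes numbered 257, 520, and 1963.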

Pathway analysis revealed that shared differentially expressed genes were enriched for KEGG cancer pathways. In addition, shared genes were enriched for many cancer-associated pathways including cell cycle, DNA replication, p53 signaling, focal adhesion, senescence, and Rap1 signaling. 

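The p53 R172H shared list held 36 of the 180 tested genes of Reactome's extracellular matrix organization, where 16.7 were expected (adjusted p = 0.000229). It held 15 of 62 genes of integrin cell surface interactions, with 5.7 expected (adjusted p = 0.00758), and 38 of 243 genes of axon guidance, with 22.5 expected (adjusted p = 0.013). Of the cell cycle pathway it held 10 genes, with 41.1 expected, and of DNA replication 3, with 9.1 expected. Reactome's Rap1 signalling has 13 tested genes, too few for a firm statement, and was represented by 0 genes, with 1.2 expected and an unadjusted p of 1. Among the hand-written lists, ECM-receptor interaction had 14 genes in the shared list against 4.1 expected (adjusted p = 0.000576). The p53 target list had 5 against 2.6 expected and did not pass (adjusted p = 0.276).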

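In the male-only p53 R172H list, 0 of the 14 Reactome pathways passed the threshold, and 0 had an unadjusted p under 0.05. It held 7 genes of the cell cycle pathway, with 17.8 expected.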

The genes differentially expressed uniquely in males were not enriched for any cancer-associated pathways. 

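The female-only p53 R172H list held 168 of 443 tested genes of Reactome's cell cycle, with 134.1 expected (adjusted p = 0.00593), and 75 of 180 genes of extracellular matrix organization, with 54.5 expected (adjusted p = 0.0114). The hand-written cell cycle list had 19 genes in it, with 12.6 expected, and did not pass (adjusted p = 0.0915). PI3K-AKT activation had 18 genes in this list, with 20.0 expected (adjusted p = 1). The hand-written lysosome list had 22 genes in it, with 12.9 expected (adjusted p = 0.0264). ECM-receptor interaction had 18, with 13.8 expected, and did not pass (adjusted p = 0.276).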

Meanwhile, genes that were differentially expressed in females alone were also enriched for many KEGG cancer pathways and cancer-associated pathways including extracellular matrix receptor signaling, stem cell pluripotency, and PI3K–Akt signaling among others. This indicates that p53^R172H^ has both female-specific and sex-independent GOF effects on gene expression in cancer-relevant pathways, and the combined effect is sufficient for tumorigenesis in females, while the shared GOF alone is insufficient in males.

**FIGURE 5:**
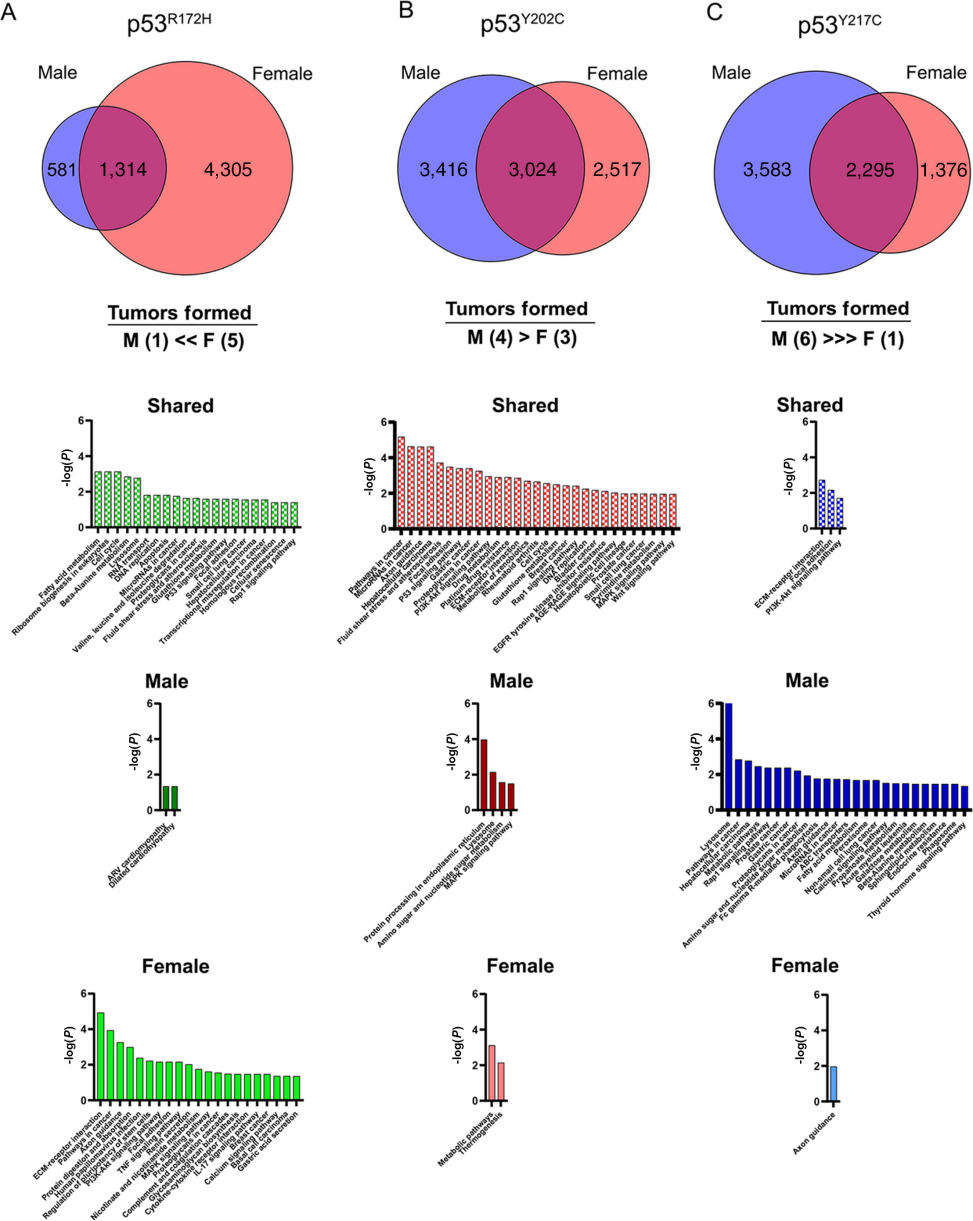
Sex and mutation interact to drive gene expression patterns in cancer pathways concordant with the tumorigenic phenotype. All differentially expressed genes (log fold change; logFC > 0.5, FDR < 0.05) between each mutation and p53 KO were compared to define the sex-specific and shared GOF transcriptional profile. Venn diagrams display the number of shared and sex-specific differentially expressed genes. KEGG pathway enrichment analysis (FDR < 0.05) applied to each corresponding gene list revealed sex- and mutation-specific patterns of enrichment for changes in cancer-associated pathways (orange) for p53^R172H^ (**A**), p53^Y202C^ (**B**), and p53^Y217C^ (**C**). The magnitude of sex difference in GOF phenotype (number of tumors formed *in vivo*) is displayed below each Venn diagram.

The p53^Y202C^ mutation had the smallest sex difference in GOF phenotype with both males and females forming large tumors *in vivo*, and the smallest differences in sex-specific genes of any mutation. 

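For p53 Y202C, 3503 genes passed both criteria in males alone, 3028 in both sexes, and 2407 in females alone, so the male-only list was 1.46 times as long as the female-only list. Shared genes were 33.9% of all genes in the 3 lists, against 20.5% for p53 R172H and 31.8% for p53 Y217C. Among the shared genes, 1282, or 42.3%, changed in opposite directions in males and females.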

For this mutation, the overlapping gene list was enriched for cancer pathways and cancer-associated pathways with very few enriched pathways in the sex-specific differentially expressed genes (Fig. 5B). 

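The p53 Y202C shared list held 62 genes of extracellular matrix organization, with 39.1 expected (adjusted p = 0.00134), and 33 genes of integrin cell surface interactions, with 13.5 expected (adjusted p = 3.33e-06). From the hand-written lists, 20 cell cycle genes were in the shared list, with 8.8 expected (adjusted p = 0.00159), whereas the larger cell cycle pathway of Reactome had 98, with 96.2 expected (adjusted p = 1). ECM-receptor interaction had 19 hand-written genes in it, with 9.7 expected (adjusted p = 0.0159). In the male-only list 0 Reactome pathways passed, and 0 had an unadjusted p under 0.05. The hand-written lysosome list had 18 genes in the male-only list, with 10.4 expected, and did not pass (adjusted p = 0.053). The female-only list likewise gave 0, and 0 at an unadjusted p under 0.05.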

Together, this reveals a second GOF transcriptional profile in which the shared GOF activity is sufficient for transformation in both sexes with very little sex-specific effect on transformation.

The p53^Y217C^ mutation represents a third interaction between mutation and sex (Fig. 5C). 

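For p53 Y217C, 3527 genes passed both criteria in males alone, 2285 in both sexes, and 1372 in females alone. The male-only list was 2.57 times as long as the female-only list. Of the shared genes, 681, or 29.8%, changed in opposite directions in males and females.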

Here, male-specific genes were the only subset enriched for KEGG cancer pathways, with very little pathway enrichment in the shared or female component. 

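The p53 Y217C shared list held 58 genes of extracellular matrix organization, with 28.4 expected (adjusted p = 3.17e-06), and 25 genes of integrin cell surface interactions, with 9.8 expected (adjusted p = 0.000119). Hand-written ECM-receptor interaction genes numbered 21 in this list, with 7.3 expected (adjusted p = 7.91e-05). The female-only list held 19 of 98 genes of DNA replication, with 8.9 expected (adjusted p = 0.0142), and 13 genes of integrin cell surface interactions, with 5.6 expected (adjusted p = 0.0369). Hand-written DNA replication genes numbered 7 there, with 3.3 expected, and did not pass (adjusted p = 0.123).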

Male-specific genes were enriched for pathways in cancer, Rap1 signaling, proteoglycans in cancer, miRNAs in cancer, several tissue-specific cancer pathways, and cancer-associated metabolic pathways. These data support a model in which p53^Y217C^ has male-specific GOF effects on transcription with little universal or female-specific activity in cancer-relevant pathways.

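In the male-only p53 Y217C list, Reactome's metabolism pathway had 314 of its 1114 tested genes, with 276.8 expected (adjusted p = 0.0445). Of the 13 tested genes of Reactome's Rap1 signalling, 2 were in the list, with 3.2 expected (adjusted p = 1). The hand-written lysosome list had 19 genes in the male-only list, with 10.5 expected (adjusted p = 0.0268). The male-only list held 17 genes of the hand-written cell cycle list, with 10.3 expected, and did not pass (adjusted p = 0.0709). Reactome's cell cycle pointed the other way, with 75 genes against 110.1 expected.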

To further interrogate the interaction between sex and mutation, we modeled the changes in gene expression for all genes as a function of sex and mutation. We identified 9,287, 10,441, and 9,387 genes for p53^R172H^, p53^Y202C^, and p53^Y217C^, respectively with a significant interaction between sex and mutation (FDR < 0.05). 

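The interaction was tested as the difference between the effect of a mutation against p53 KO in males and its effect in females. It was past the threshold for 8365 genes with p53 R172H, of which 4281 had the larger change in males and 4084 in females on the signed log2 scale. For p53 Y202C it was 9805 genes, with 4975 and 4830 in these directions. For p53 Y217C it was 7913 genes, with 3961 and 3952. Above an absolute interaction of 0.5 the balance was 2381 and 2837 for p53 R172H, opposite to that over all interaction genes, 3585 and 3629 for p53 Y202C, also opposite, and 2660 and 2394 for p53 Y217C. The median absolute interaction of all interaction genes, without the threshold on its size, was 0.63 for p53 R172H, 0.82 for p53 Y202C, and 0.67 for p53 Y217C on the log2 scale. A threshold on the size moved the numbers most, and 5218, 7214, and 5054 genes had an absolute interaction above 0.5. With limma's voomWithQualityWeights the numbers were 9286, 10440, and 9388, and with the replicate block they were 8220, 9684, and 7794.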

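Of the 590 male-only p53 R172H genes, 414 also had an interaction (70.17%), and of the 4332 female-only genes, 3774 did (87.12%). For p53 Y202C, 3063 male-only genes (87.44%) and 2040 female-only genes (84.75%) had an interaction. For p53 Y217C, 2903 male-only genes (82.31%) and 1033 female-only genes (75.29%) did. The lists and the interaction come from the same libraries, so the overlap is not an independent check of either. In limma's voomWithQualityWeights the male-only and female-only percentages were 74.28 and 90.67 for p53 R172H, 90.48 and 87.83 for p53 Y202C, and 88.4 and 83.73 for p53 Y217C.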

Importantly, this analysis is highly concordant with the gene sets assembled by differential expression analysis above (Supplementary Table S3). Subsequent pathway enrichment analysis of the gene overlapping between both analyses revealed similar KEGG pathways to those identified in the differential expression analysis alone (Supplementary Tables S4–S6). Modeling the interaction of mutation and gene expression independent of sex also revealed a higher degree of concordance (99%) with the shared differentially expressed gene lists (Supplementary Table S7). 

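The effect of a mutation averaged over the sexes was past the threshold for 9329 genes with p53 R172H, 10522 with p53 Y202C, and 10311 with p53 Y217C. Of the shared genes, 1029 of 1271 had such an averaged effect for p53 R172H (80.96%), 2416 of 3028 for p53 Y202C (79.79%), and 1977 of 2285 for p53 Y217C (86.52%). Averaging cancels at least part of the effect in shared genes that changed in opposite directions, which were 44.1%, 42.3%, and 29.8% of them.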

Together, these analyses support that cell sex and p53 mutations interact to drive unique transcriptional programs.

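An interaction was found for 58% of the genes tested with p53 R172H, 68% with p53 Y202C, and 54.8% with p53 Y217C. The paper takes the genes with an interaction, their overlap with the sex-specific and shared lists, and the KEGG pathways of the overlapping genes as support that cell sex and p53 mutations interact in driving transcription.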

#### Sex Differences in Mutant p53 GOF Activity Is Mediated Through Differential Genomic Localization

Having established that mutant p53 expression leads to unique GOF transcriptional profiles dependent on both mutation and sex, we next sought to determine the mechanism underlying mutant p53 transcriptional regulation. We performed chromatin immunoprecipitation with massively parallel DNA sequencing (ChIP-seq) to map mutant p53 localization. To understand the sex differences in mutant p53 function, we focused on the mutation with the greatest female-specific effect, p53^R172H^, and greatest male-specific effect, p53^Y217C^. Regions enriched for mutant p53 localization were then mapped relative to their distance from the transcriptional start sites (TSS) of the top 1000 upregulated genes for each mutation in males and female (Fig. 6A). In both males and females, p53^R172H^ localization was enriched near the TSSs of a subset of upregulated genes indicating that mutant p53 directly regulates aberrant gene expression in both sexes. In p53^Y217C^ cells, localization was enriched at TSSs of upregulated genes in males but displayed no pattern of localization in females.

**FIGURE 6:**
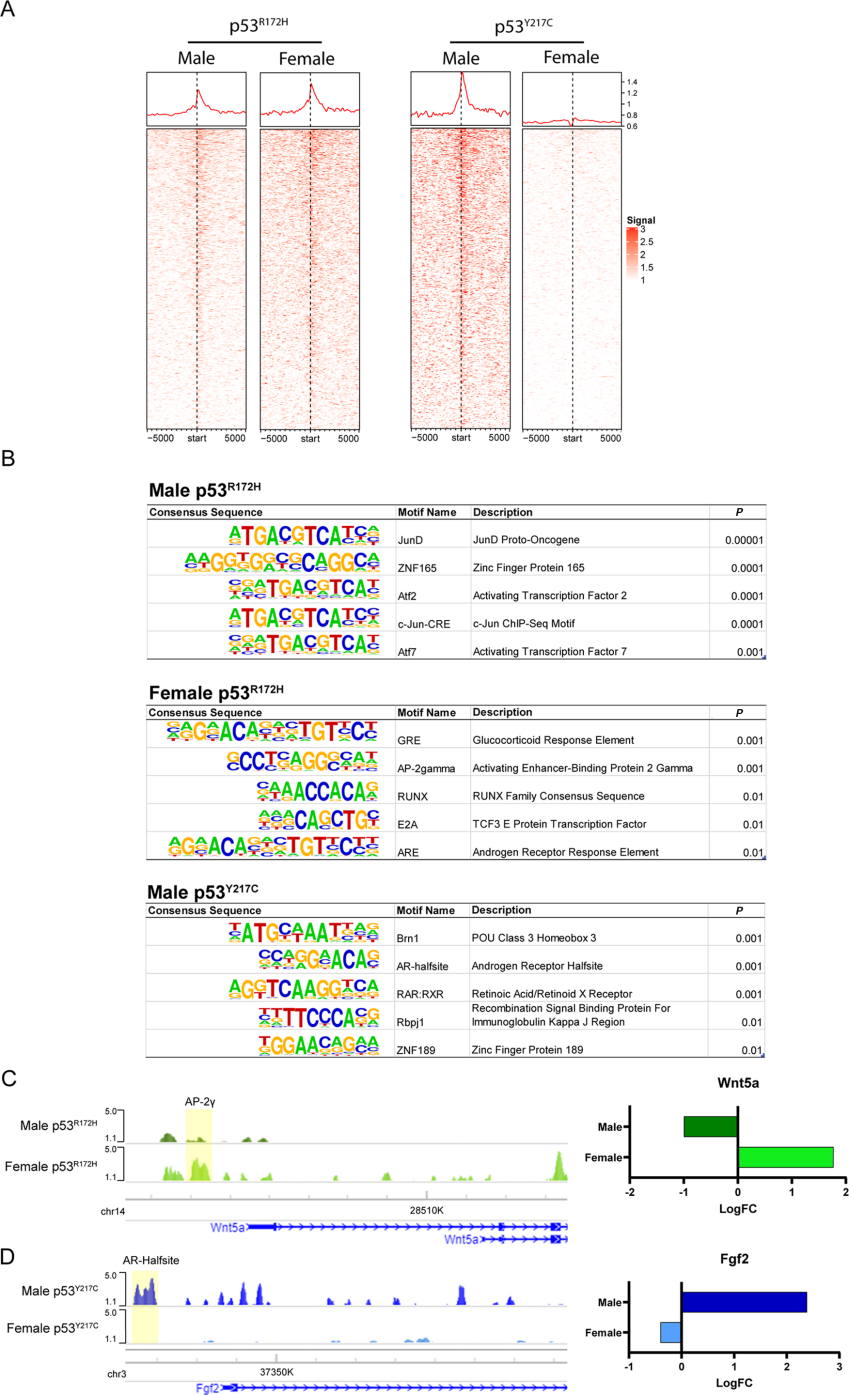
ChIP-seq revealed mutant p53 localization at TSSs is enriched for sex/mutation-specific transcription factor DNA-binding motifs. **A,** Heat maps of mutant p53 ChIP-seq enrichment over input ± 5 kb from TSSs of the top 1,000 upregulated genes compared with p53 KO for male and female p53^R172H^ and p53^Y217C^. The line graph above each heat map displays the average signal across all 1,000 genes. **B,** HOMER analysis of p53^R172H^ in males and females and p53^Y217C^ in males within ± 5 kb of the TSSs. The top five significantly enriched known consensus sequences for each mutation and sex are shown. **C,** Female enriched p53^R172H^ localization at the AP-2γ motif (yellow) in the TSS of *Wnt5a* correlates with increased gene expression compared with males. **D,** Male-specific p53^Y217C^ localization at the AR-halfsite motif (yellow) in the TSS of *Fgf2* correlates with increased gene expression compared with females. Bar graphs display the logFC in gene expression between each mutation and p53 KO with the same sex.

Previous studies have established that mutant p53 lacks a consensus binding sequence, but instead relies on interactions with other transcription factors and DNA-binding proteins for localization to aberrant target genes. To identify potential mediators of mutant p53 activity, we performed a HOMER analysis on the enriched ChIP signals ± 5 kb of the TSS of the same 1,000 upregulated genes enriched for p53 localization. The top five significant known motifs identified in male and female p53^R172H^ and male p53^Y217C^ are presented in Fig. 6B. In all three analyses, mutant p53 was found to localize to the consensus sequence of a unique set of transcription factors, suggesting that the sex-specific GOF activity of each mutation may be driven by different sets of transcriptional mediators.

The transcription factor AP-2gamma (*TFAP2C*) is a known regulator of stem cell self-renewal and chemotherapy resistance (40). We found that in females but not males p53^R172H^ localization is enriched at AP-2gamma DNA-binding motifs. *WNT5A* has been shown to be upregulated in glioma and is associated with poor overall survival (41). In our model, *Wnt5a* mRNA was significantly upregulated in female p53^R172H^ and downregulated in male p53^R172H^. This difference in gene expression is consistent with greater ChIP-seq signal in females compared with males at the AP-2gamma motif near the TSS of *Wnt5a* (Fig. 6C). Similarly, p53^Y217C^ localized to the androgen receptor-half site motif located upstream of the growth factor Fgf2 in males but not females correlating with sex differences in gene expression (Fig. 6D). These results suggest that sex differences in mutant p53 GOF gene regulation may be mediated through differential localization to the consensus sequences of known transcription factors upstream of oncogenes.

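*Wnt5a* (ENSMUSG00000021994) lies on chromosome 14 of GRCm38 from 28504750 to 28527448, and the annotation places *Gm2670*, which was not tested, on the opposite strand. Its normalized expression in males was 34.7 ± 2.11 CPM (SD, n = 3) in p53 KO and 17.1 ± 0.912 CPM in p53 R172H. The log2 fold change was -1.02 (standard error 0.067, adjusted p = 2.22e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it was 27.8 ± 1.14 CPM (SD, n = 3) in p53 KO and 94.8 ± 6.99 CPM in p53 R172H, a log2 fold change of 1.77 (standard error 0.067, adjusted p = 5.99e-17). The interaction was -2.79 (standard error 0.095, adjusted p = 1.84e-17), and it stayed between -2.83 and -2.73 when each replicate was left out in turn. The median log2 fold change of chromosome 14 genes with p53 R172H, relative to genes on the other chromosomes, was -0.334 in males and 0.266 in females.

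**Figure D2:**
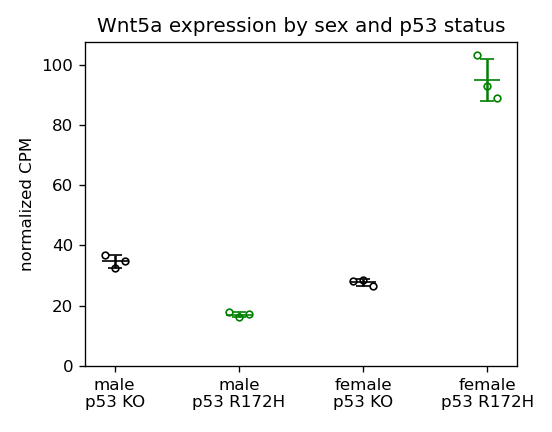
Normalized *Wnt5a* expression in CPM (y axis, linear from 0) in male and female p53 KO and p53 R172H astrocytes, with replicates as circles and bars for the mean ± SD (n = 3). Male p53 R172H lies at 17.1 CPM, below male p53 KO at 34.7 CPM, and female p53 R172H lies at 94.8 CPM, above female p53 KO at 27.8 CPM.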

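*Fgf2* (ENSMUSG00000037225) lies on chromosome 3 of GRCm38 from 37348346 to 37410108. Its normalized expression in males was 2.1 ± 0.217 CPM (SD, n = 3) in p53 KO and 10.7 ± 0.255 CPM in p53 Y217C, a log2 fold change of 2.35 (standard error 0.12, adjusted p = 1.01e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it was 1.29 ± 0.16 CPM (SD, n = 3) in p53 KO and 0.972 ± 0.131 CPM in p53 Y217C, a log2 fold change of -0.42 (standard error 0.13, adjusted p = 0.011). The decrease in females was no longer past the threshold in 3 of the 6 fits that left out a female replicate, with adjusted p up to 0.0818. The interaction was 2.76 (standard error 0.18, adjusted p = 2.37e-12), between 2.65 and 2.87 with each replicate left out in turn. *Fgf2* overlaps *Nudt6* on the opposite strand, and the strand on which reads were counted is not named. *Nudt6*, looked up after the values of *Fgf2* were seen, had a log2 fold change of 2.08 with p53 Y217C in males (adjusted p = 1.34e-11) and an interaction of 1.98 (adjusted p = 5.15e-08).

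**Figure D3:**
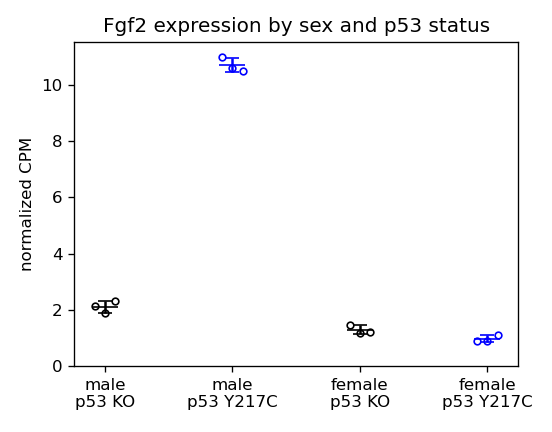
Normalized *Fgf2* expression in CPM (y axis, linear from 0) in male and female p53 KO and p53 Y217C astrocytes, with replicates as circles and bars for the mean ± SD (n = 3). Male p53 Y217C lies at 10.7 CPM, above male p53 KO at 2.1 CPM, while the female lines lie at 1.29 and 0.972 CPM.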

## Discussion

p53 is the most interrogated protein in cancer research. A PubMed search of p53, *TP53*, and *Trp53* reveals an annual average of 6,000 p53 publications over past five years. Despite this herculean effort, our understanding of the most mutated gene in cancer remains incomplete. An obstacle to fully characterizing WT and mutant p53 activity is its context dependence in function. WT p53 is positioned at the center of a complex network of cellular pathways whose precise activation profile is determined by cell identity and the stimulus activating the p53 response (1). Similarly, p53 mutations result in a spectrum of cancer phenotypes dictated by the tumor type, cooccurring mutations, and specific p53 mutation (19). Mounting evidence in both normal development and disease support that sex is a key modulator of p53 function, and that a full understanding of WT and mutant p53 will require incorporating the scope and magnitude of these sex effects.

Most mutations in tumor suppressors prevent gene expression or protein production or result in an unstable protein that is quickly degraded. In contrast, p53 GOF activity selects for stable expression of mutant p53 protein over loss-of-function mutations or deletions. However, the importance p53 GOF mutations is rarely reflected in *in vitro* and mouse cancer models that more frequently rely on dominant negative p53 constructs, or p53 knockdown or deletion. In GBM, complete p53 loss is an uncommon event. Our analysis of p53-mutant tumors revealed that missense mutations in the DBD are particularly enriched in GBM and CNS cancers compared with other cancers. Together, with previous studies of LFS demonstrating an association between germline DBD mutations and a higher risk of brain tumor development, these findings support a CNS tissue–specific advantage of p53 GOF mutation in tumor development (32). This finding also suggests the fidelity of GBM models could be enhanced by inclusion of clinically relevant p53 GOF mutations.

In this study, we revealed a novel interaction between p53 mutation and cell sex. We found that while p53 deletion increased proliferation, it is insufficient to transform astrocytes and does not induce a sex difference in phenotype. In contrast, introduction of GOF mutant p53 into the same cells was sufficient for transformation, with the magnitude of tumorigenic potential dependent on the mutation and cell sex. The hotspot mutation p53^Y217C^ exhibited the greatest GOF and greatest sex difference of all three tested mutations. Male p53^Y217C^ cells were highly proliferative and tumorigenic while female p53^Y217C^ cells exhibited no GOF phenotype compared with KO. Notably, this relationship is concordant with a greater mutation frequency of p53^Y220C^ in human males. p53^R172H^ exhibited the opposite effect with the GOF effect predominant in females with little impact on tumorigenesis in males. In humans, this mutation was found in equal prevalence in both sexes. Independent of p53 status, GBM is more common in males than females (incidence ratio of 1.6:1; ref. 42). If a mutation were to have equal GOF effects in both sexes, we would expect it to present at a similar incidence ratio to GBM overall. A potential explanation for the lack of sex difference in the incidence of p53^R175H^ is that the female-specific GOF activity compensates for the other factors that would otherwise result in a greater incidence in males. The third mutation, p53^Y202C^, had the smallest sex difference in GOF. While males grew faster *in vitro*, both males and females formed tumors *in vivo*. In this instance, the cell-intrinsic sex effect is not concordant with the observed greater incidence in human females. The lack of concordance suggests additional factors involving such mechanisms as cell:cell interactions within the tumor microenvironment or systemic effects of immunity or metabolism, likely supersede the cell-intrinsic, sex-specific GOF effect of this mutation. In contrast, sex differences in p53^Y217C^ GOF activity appear to be a dominant effector of sex differences in tumorigenicity. The differences in concordance between the laboratory and clinical phenotypes of these mutants may provide an important tool for investigating the mechanisms by which cell-intrinsic effects of p53 mutations interact with tissue- and systems-level factors to determine cancer phenotypes.

Mutant p53 promotes tumorigenesis through the aberrant regulation of oncogenic target genes. Using RNA-seq, we characterized a sex-specific and sex-independent GOF transcriptional profile – defined as the differential gene expression between mutant p53 and p53 KO – for each missense mutation. All three mutations resulted in sex- and mutation-specific gene expression patterns with thousands of differentially expressed genes. Comparing the GOF transcriptional profiles between sexes revealed three distinct gene expression patterns concordant with the tumorigenic phenotypes. In p53^Y217C^, the male GOF profile was enriched for many cancer pathways, with few pathways enriched in the shared or female-specific profiles. This male-specific GOF transcriptional profile is consistent with the male-specific GOF phenotype. p53^R172H^, which had the greatest female-specific GOF phenotype, exhibited enrichment for cancer-relevant pathways in both the female specific and shared differentially expressed genes, and no enrichment for cancer pathways in males. This points to a second model where p53^R172H^ acts on a set of female-specific and sex-independent target genes whose effects interact to drive sex differences in tumor formation. In the third scenario, p53^Y202C^ was only enriched for cancer pathways in the shared component indicating the GOF activity enacted by this mutation is sex independent, which is consistent with the similar rates of tumor formation that we observed in these cells. These findings indicate that mutant p53 can have both sex-dependent and sex-independent GOF activity, and that the impact of each on tumorigenesis is mutation specific.

Lopes-Ramos and colleagues recently demonstrated that in normal tissues, transcription factors that are not differentially expressed between males and females have different regulatory binding patterns in males and females (43). The differences in transcription factor binding thus contribute to sex-biased transcriptional programs. In our study, we demonstrated that sex differences in mutant p53 GOF are being driven by differential mutant p53 localization. In both male and female astrocytes, p53^R172H^ localizes to the TSS of a subset of upregulated genes with greater overall enrichment in females. Whereas in p53^Y217C^, we only observed mutant p53 localization at upregulated genes in males with discernable pattern of p53 binding above input in females. This is consistent with a universal- and female-specific GOF by p53^R172H^ and a male-specific GOF by p53^Y217C^.

Mutant p53 lacks a consensus response element and relies on interactions with other transcription factors for localization. By performing HOMER motif enrichment analysis for regions near the TSSs of the top upregulated genes, we identified several novel candidate transcription factors that may be contributing to sex differences in mutant p53 localization and gain of aberrant transcriptional output. Understanding the exact mechanisms of sex-specific mutant p53 localization and gene expression will require the interrogation of each potential binding partner. However, here we highlight two promising potential co-transactivators: female-specific p53^R172H^ enrichment at the AP-2gamma motif upstream of *Wnt5a* and male-specific p53^Y217C^ enrichment at the AR-halfsite motif upstream of *Fgf2*. AP-2gamma is an essential transcription factor for several developmental pathways including neural tube development and male gonad development. It also has been shown to act as an oncogene in breast cancer, melanoma, testicular cancer, neuroblastoma, ovarian cancer, and lung cancer (44). Expression of AP-2gamma is associated with stem cell renewal, proliferation, and therapy resistance (44). *Wnt5a* is upregulated in GBM and has been shown to drive proliferation and invasion in cancer stem cell (CSC) populations (45). Androgen receptor (AR) is known to positively regulate the expression *Fgf2* in prostate cancer (46). In GBM, FGF2 promotes CSC maintenance through interactions with the receptor FGFR1 (47). AR is expressed in both male and female GBM, and androgen receptor antagonists are being evaluated as novel therapeutic strategies (48).

Despite the massive effort to dissect p53 biology, our understanding of this central tumor suppressor remains incomplete. Here, we demonstrated that the same mutations in p53 have unique GOF activity when expressed in otherwise isogenic male and female astrocytes. Our finding highlights sex as a critical determinant of mutant p53 GOF biology. This raises an important question: to what extent has the absence of a consideration of sex limited the approach to investigating p53 function, confounded the interpretation of results, and obscured our understanding of p53 biology? This possibility must be evaluated further as we move forward to improve our understanding of this complex pathway and increase the potential for developing treatments that target the unique effectors of p53 function in male versus female tumors.

## Supplementary Material

Supplementary Figures 1-5, Tables 1-7 Supplementary Figures 1-5, Tables 1-7 Click here for additional data file.

# Supplementary material for: Sex- and Mutation-Specific p53 Gain-of-Function Activity in Gliomagenesis
**Source:** Cancer Res Commun. 2021 Dec 15;1(3):148–63. doi: 10.1158/2767-9764.CRC-21-0026
**Supplement:** Supplementary Figures 1-5, Tables 1-7

**Supplemental Table 1.** Aggregated studies for p53 mutation analysis.

| **Cancer group** | **Studies** | **Cancer Types** | **Total number of tumors** |
| --- | --- | --- | --- |
| **Pan Cancer** | MSK-IMPACT Clinical Sequencing Cohort (MSKCC, Nat Med 2017)^1^ | Adenocarcinoma, Adenocarcinoma of Lung, Adenocarcinoma, Mucinous, Breast Neoplasms, Carcinoma, Ductal, Breast, Carcinoma, Hepatocellular, Carcinoma, Lobular, Carcinoma, Non-Small-Cell Lung, Carcinoma, Renal Cell, Carcinoma, Squamous Cell, Carcinosarcoma, Cholangiocarcinoma, Colonic Neoplasms, Colorectal Neoplasms, Cystadenocarcinoma, Serous, DNA Mutational Analysis, Gallbladder Neoplasms, Glioblastoma, Liposarcoma, Lung Neoplasms, Lymphoma, Follicular, Melanoma, Mesothelioma, Neoplasms, Squamous Cell, Neurofibroma, Oligodendroglioma, Osteosarcoma, Ovarian Neoplasms, Pancreatic Neoplasms, Prostatic Neoplasms, Rectal Neoplasms, Sarcoma, Sarcoma, Synovial, Squamous Cell Carcinoma of Head and Neck, Stomach Neoplasms, Thyroid Cancer, Papillary, Urinary Bladder Neoplasms, Uterine Neoplasms, Uveal Neoplasms | 4985 |
| **Breast Cancer** | Breast Cancer (METABRIC, Nature 2012 & Nat Commun 2016)^2,3^, Breast Cancer (MSK, Cancer Cell 2018)^4^, Breast Cancer (MSK, Nature Cancer 2020)^5^, Breast Cancer (MSKCC, NPJ Breast Cancer 2019)^6^, Breast Cancer (SMC 2018)^7^, Breast Cancer Xenografts (British Columbia, Nature 2015)^8^, Breast Fibroepithelial Tumors (Duke-NUS, Nat Genet 2015)^9^, Breast Invasive Carcinoma (British Columbia, Nature 2012)^10^, Breast Invasive Carcinoma (Broad, Nature 2012)^11^, Breast Invasive Carcinoma (TCGA, Cell 2015)^12^, Breast Invasive Carcinoma (TCGA, Firehose Legacy), Breast Invasive Carcinoma (TCGA, Nature 2012)^13^, Breast Invasive Carcinoma (TCGA, PanCancer Atlas)^14^, Metastatic Breast Cancer (INSERM, PLoS Med 2016)^15^, The Metastatic Breast Cancer Project (Provisional, February 2020) | Breast, Breast Invasive Cancer, NOS, Breast Invasive Carcinoma, Breast Invasive Carcinoma (NOS), Breast Invasive Ductal Carcinoma, Breast Invasive Mixed Mucinous Carcinoma, Breast Mixed Ductal and Lobular Carcinoma, Ductal Carcinoma In Situ (DCIS), Infiltrating Ductal Carcinoma, Infiltrating Lobular Carcinoma, Invasive Breast Cancer, Invasive Breast Carcinoma, Malignant Phyllodes Tumor of the Breast, Medullary Breast Carcinoma, Metaplastic Breast Cancer, Mixed Carcinoma, Paget Disease of the Nipple | 3219 |
| **Lung Cancer** | Lung Adenocarcinoma (Broad, Cell 2012)^16^, Lung Adenocarcinoma (MSKCC, Science 2015)^17^, Lung Adenocarcinoma (OncoSG, Nat Genet 2020)^18^, Lung Adenocarcinoma (TCGA, Firehose Legacy), Lung Adenocarcinoma (TCGA, Nature 2014)^19^, Lung Adenocarcinoma (TCGA, PanCancer Atlas), Lung Adenocarcinoma (TSP, Nature 2008)^20^, Lung Cancer (SMC, Cancer Research 2016)^21^, Lung Squamous Cell Carcinoma (TCGA, Firehose Legacy), Lung Squamous Cell Carcinoma (TCGA, Nature 2012), Lung Squamous Cell Carcinoma (TCGA, PanCancer Atlas), Non-Small Cell Cancer (MSKCC, Cancer Discov 2017)^22^, Non-small cell lung cancer (MSK, Science 2015)^17^, Non-Small Cell Lung Cancer (MSKCC, J Clin Oncol 2018)^23^, Non-Small Cell Lung Cancer (TRACERx, NEJM & Nature 2017)^24^, Non-Small Cell Lung Cancer (University of Turin, Lung Cancer 2017)^25^, Pan-Lung Cancer (TCGA, Nat Genet 2016)^26^, Small Cell Lung Cancer (CLCGP, Nat Genet 2012)^27^, Small Cell Lung Cancer (Johns Hopkins, Nat Genet 2012)^28^, Small Cell Lung Cancer (U Cologne, Nature 2015)^29^, Small-Cell Lung Cancer (Multi-Institute, Cancer Cell 2017)^30^, Thoracic PDX (MSK, Provisional) | Combined Small Cell Lung Carcinoma, Large Cell Lung Carcinoma, Large Cell Neuroendocrine Carcinoma, Lung Adenocarcinoma, Lung Adenosquamous Carcinoma, Lung Neuroendocrine Tumor, Lung Squamous Cell Carcinoma, Non-Small Cell Lung Cancer, Pleomorphic Carcinoma of the Lung, Pleural Mesothelioma, Poorly Differentiated Non-Small Cell Lung Cancer, Sarcomatoid Carcinoma of the Lung, Small Cell Lung Cancer | 3727 |
| **Skin** | Acral Melanoma (TGEN, Genome Res 2017)^31^, Desmoplastic Melanoma (Broad Institute, Nat Genet 2015)^32^, Melanoma (Broad/Dana Farber, Nature 2012)^33^, Melanoma (MSKCC, NEJM 2014)^34^, Melanomas (TCGA, Cell 2015)^35^, Metastatic Melanoma (DFCI, Nature Medicine 2019)^36^, Metastatic Melanoma (DFCI, Science 2015)^37^, Metastatic Melanoma (MSKCC, JCO Precis Oncol 2017)^38^, Metastatic Melanoma (UCLA, Cell 2016)^39^, Skin Cutaneous Melanoma (Broad, Cell 2012)^40^, Skin Cutaneous Melanoma (TCGA, Firehose Legacy), Skin Cutaneous Melanoma (TCGA, PanCancer Atlas)^14^, Skin Cutaneous Melanoma (Yale, Nat Genet 2012)^41^, Skin Cutaneous Melanoma(Broad, Cancer Discov 2014)^42^ | Acral Melanoma, Cutaneous Melanoma, Desmoplastic Melanoma, Melanoma, Melanoma of Unknown Primary | 257 |
| **Prostate** | Prostate Adenocarcinoma (Broad/Cornell, Cell 2013)^43^, Prostate Adenocarcinoma (Broad/Cornell, Nat Genet 2012)^44^, Prostate Adenocarcinoma (CPC-GENE, Nature 2017)^45^, Prostate Adenocarcinoma (Fred Hutchinson CRC, Nat Med 2016)^46^, Prostate Adenocarcinoma (MSK, Eur Urol 2020)^47^, Prostate Adenocarcinoma (MSKCC, Cancer Cell 2010)^48^, Prostate Adenocarcinoma (MSKCC/DFCI, Nature Genetics 2018)^49^, Prostate Adenocarcinoma (SMMU, Eur Urol 2017)^50^, Prostate Adenocarcinoma (TCGA, Firehose Legacy), Prostate Adenocarcinoma Organoids (MSKCC, Cell 2014)^51^, Prostate Cancer (MSKCC, JCO Precis Oncol 2017)^52^ | Prostate Adenocarcinoma, Prostate Neuroendocrine Carcinoma, Prostate Small Cell Carcinoma | 970 |
| **Colon** | Colon Adenocarcinoma (CaseCCC, PNAS 2015)^53^, Colon Cancer (CPTAC-2 Prospective, Cell 2019)^54^, Colorectal Adenocarcinoma (DFCI, Cell Reports 2016)^55^, Colorectal Adenocarcinoma (Genentech, Nature 2012)^56^, Colorectal Adenocarcinoma (TCGA, Firehose Legacy), Colorectal Adenocarcinoma (TCGA, PanCancer Atlas)^14^, Colorectal Adenocarcinoma Triplets (MSKCC, Genome Biol 2014)^57^, Metastatic Colorectal Cancer (MSKCC, Cancer Cell 2018)^58^, Rectal Cancer (MSK,Nature Medicine 2019)^59^ | Colorectal Adenocarcinoma, Colon Adenocarcinoma, Rectal Adenocarcinoma, Mucinous Adenocarcinoma | 2342 |
| **CNS** | Anaplastic Oligodendroglioma and Anaplastic Oligoastrocytoma (MSKCC, Neuro Oncol 2017)^60^, Brain Lower Grade Glioma (TCGA, Firehose Legacy), Brain Tumor PDXs (Mayo Clinic, 2019), Glioblastoma (Columbia, Nat Med. 2019)^61^, Glioblastoma (TCGA, Cell 2013)^62^, Glioblastoma (TCGA, Nature 2008)^63^, Glioblastoma Multiforme (TCGA, Firehose Legacy), Glioma (MSK, Nature 2019)^64^, Glioma (MSKCC, Clin Cancer Res 2019)^65^, Low-Grade Gliomas (UCSF, Science 2014)^66^, Merged Cohort of LGG and GBM (TCGA, Cell 2016)^67^, Pheochromocytoma and Paraganglioma (TCGA, Firehose Legacy) | Anaplastic Astrocytoma, Anaplastic Oligoastrocytoma, Anaplastic Oligodendroglioma, Astrocytoma, Desmoplastic/Nodular Medulloblastoma, Diffuse Astrocytoma, Diffuse Glioma, Glioblastoma, Glioblastoma Multiforme, Gliosarcoma, High-Grade Glioma, NOS, Large Cell/Anaplastic Medulloblastoma, Low-Grade Glioma (NOS), Medulloblastoma, Oligoastrocytoma, Oligodendroglioma, Pheochromocytoma, Rosette-forming Glioneuronal Tumor of the Fourth Ventricle | 1979 |
| **Glioblastoma** | Glioblastoma (Columbia, Nat Med. 2019)^68^, Glioblastoma (TCGA, Cell 2013)^62^, Glioblastoma Multiforme (TCGA, Firehose Legacy) | Glioblastoma Multiforme | 316 |

**Supplementary Table 1 References**

1. Zehir A, Benayed R, Shah RH, et al. Mutational landscape of metastatic cancer revealed from prospective clinical sequencing of 10,000 patients. *Nat Med*. 2017;23(6):703-713. doi:10.1038/nm.4333

2. Pereira B, Chin SF, Rueda OM, et al. The somatic mutation profiles of 2,433 breast cancers refines their genomic and transcriptomic landscapes. *Nat Commun*. 2016;7. doi:10.1038/ncomms11479

3. Curtis C, Shah SP, Chin SF, et al. The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups. *Nature*. 2012;486(7403):346-352. doi:10.1038/nature10983

4. Razavi P, Chang MT, Xu G, et al. The Genomic Landscape of Endocrine-Resistant Advanced Breast Cancers. *Cancer Cell*. 2018;34(3):427-438.e6. doi:10.1016/j.ccell.2018.08.008

5. Razavi P, Dickler MN, Shah PD, et al. Alterations in PTEN and ESR1 promote clinical resistance to alpelisib plus aromatase inhibitors. *Nat Cancer*. 2020;1(4):382-393. doi:10.1038/s43018-020-0047-1

6. Nixon MJ, Formisano L, Mayer IA, et al. PIK3CA and MAP3K1 alterations imply luminal A status and are associated with clinical benefit from pan-PI3K inhibitor buparlisib and letrozole in ER+ metastatic breast cancer. *npj Breast Cancer*. 2019;5(1). doi:10.1038/s41523-019-0126-6

7. Kan Z, Ding Y, Kim J, et al. Multi-omics profiling of younger Asian breast cancers reveals distinctive molecular signatures. *Nat Commun*. 2018;9(1). doi:10.1038/s41467-018-04129-4

8. Eirew P, Steif A, Khattra J, et al. Dynamics of genomic clones in breast cancer patient xenografts at single-cell resolution. *Nature*. 2015;518(7539):422-426. doi:10.1038/nature13952

9. Tan J, Ong CK, Lim WK, et al. Genomic landscapes of breast fibroepithelial tumors. *Nat Genet*. 2015;47(11):1341-1345. doi:10.1038/ng.3409

10. Shah SP, Roth A, Goya R, et al. The clonal and mutational evolution spectrum of primary triple-negative breast cancers. *Nature*. 2012;486(7403):395-399. doi:10.1038/nature10933

11. Banerji S, Cibulskis K, Rangel-Escareno C, et al. Sequence analysis of mutations and translocations across breast cancer subtypes. *Nature*. 2012;486(7403):405-409. doi:10.1038/nature11154

12. Ciriello G, Gatza ML, Beck AH, et al. Comprehensive Molecular Portraits of Invasive Lobular Breast Cancer. *Cell*. 2015;163(2):506-519. doi:10.1016/j.cell.2015.09.033

13. Koboldt DC, Fulton RS, McLellan MD, et al. Comprehensive molecular portraits of human breast tumours. *Nature*. 2012;490(7418):61-70. doi:10.1038/nature11412

14. Hoadley KA, Yau C, Hinoue T, et al. Cell-of-Origin Patterns Dominate the Molecular Classification of 10,000 Tumors from 33 Types of Cancer. *Cell*. 2018;173(2):291-304.e6. doi:10.1016/j.cell.2018.03.022

15. Lefebvre C, Bachelot T, Filleron T, et al. Mutational Profile of Metastatic Breast Cancers: A Retrospective Analysis. *PLoS Med*. 2016;13(12). doi:10.1371/journal.pmed.1002201

16. Imielinski M, Berger AH, Hammerman PS, et al. Mapping the hallmarks of lung adenocarcinoma with massively parallel sequencing. *Cell*. 2012;150(6):1107-1120. doi:10.1016/j.cell.2012.08.029

17. Rizvi NA, Hellmann MD, Snyder A, et al. Mutational landscape determines sensitivity to PD-1 blockade in non-small cell lung cancer. *Science (80- )*. 2015;348(6230):124-128. doi:10.1126/science.aaa1348

18. Chen J, Yang H, Teo ASM, et al. Genomic landscape of lung adenocarcinoma in East Asians. *Nat Genet*. 2020;52(2):177-186. doi:10.1038/s41588-019-0569-6

19. Collisson EA, Campbell JD, Brooks AN, et al. Comprehensive molecular profiling of lung adenocarcinoma: The cancer genome atlas research network. *Nature*. 2014;511(7511):543-550. doi:10.1038/nature13385

20. Ding L, Getz G, Wheeler DA, et al. Somatic mutations affect key pathways in lung adenocarcinoma. *Nature*. 2008;455(7216):1069-1075. doi:10.1038/nature07423

21. Um SW, Joung JG, Lee H, et al. Molecular evolution patterns in metastatic lymph nodes reflect the differential treatment response of advanced primary lung cancer. *Cancer Res*. 2016;76(22):6568-6576. doi:10.1158/0008-5472.CAN-16-0873

22. Jordan EJ, Kim HR, Arcila ME, et al. Prospective comprehensive molecular characterization of lung adenocarcinomas for efficient patient matching to approved and emerging therapies. *Cancer Discov*. 2017;7(6):596-609. doi:10.1158/2159-8290.CD-16-1337

23. Rizvi H, Sanchez-Vega F, La K, et al. Molecular determinants of response to anti-programmed cell death (PD)-1 and anti-programmed death-ligand 1 (PD-L1) blockade in patients with non-small-cell lung cancer profiled with targeted next-generation sequencing. *J Clin Oncol*. 2018;36(7):633-641. doi:10.1200/JCO.2017.75.3384

24. Jamal-Hanjani M, Wilson GA, McGranahan N, et al. Tracking the Evolution of Non–Small-Cell Lung Cancer. *N Engl J Med*. 2017;376(22):2109-2121. doi:10.1056/nejmoa1616288

25. Vavalà T, Monica V, Lo Iacono M, et al. Precision medicine in age-specific non-small-cell-lung-cancer patients: Integrating biomolecular results into clinical practice—A new approach to improve personalized translational research. *Lung Cancer*. 2017;107:84-90. doi:10.1016/j.lungcan.2016.05.021

26. Campbell JD, Alexandrov A, Kim J, et al. Distinct patterns of somatic genome alterations in lung adenocarcinomas and squamous cell carcinomas. *Nat Genet*. 2016;48(6):607-616. doi:10.1038/ng.3564

27. Peifer M, Fernández-Cuesta L, Sos ML, et al. Integrative genome analyses identify key somatic driver mutations of small-cell lung cancer. *Nat Genet*. 2012;44(10):1104-1110. doi:10.1038/ng.2396

28. Rudin CM, Durinck S, Stawiski EW, et al. Comprehensive genomic analysis identifies SOX2 as a frequently amplified gene in small-cell lung cancer. *Nat Genet*. 2012;44(10):1111-1116. doi:10.1038/ng.2405

29. George J, Lim JS, Jang SJ, et al. Comprehensive genomic profiles of small cell lung cancer. *Nature*. 2015;524(7563):47-53. doi:10.1038/nature14664

30. Gardner EE, Lok BH, Schneeberger VE, et al. Chemosensitive Relapse in Small Cell Lung Cancer Proceeds through an EZH2-SLFN11 Axis. *Cancer Cell*. 2017;31(2):286-299. doi:10.1016/j.ccell.2017.01.006

31. Liang WS, Hendricks W, Kiefer J, et al. Integrated genomic analyses reveal frequent TERT aberrations in acral melanoma. *Genome Res*. 2017;27(4):524-532. doi:10.1101/gr.213348.116

32. Shain AH, Garrido M, Botton T, et al. Exome sequencing of desmoplastic melanoma identifies recurrent NFKBIE promoter mutations and diverse activating mutations in the MAPK pathway. *Nat Genet*. 2015;47(10):1194-1199. doi:10.1038/ng.3382

33. Berger MF, Hodis E, Heffernan TP, et al. Melanoma genome sequencing reveals frequent PREX2 mutations. *Nature*. 2012;485(7399):502-506. doi:10.1038/nature11071

34. Snyder A, Makarov V, Merghoub T, et al. Genetic Basis for Clinical Response to CTLA-4 Blockade in Melanoma. *N Engl J Med*. 2014;371(23):2189-2199. doi:10.1056/nejmoa1406498

35. Akbani R, Akdemir KC, Aksoy BA, et al. Genomic Classification of Cutaneous Melanoma. *Cell*. 2015;161(7):1681-1696. doi:10.1016/j.cell.2015.05.044

36. Liu D, Schilling B, Liu D, et al. Integrative molecular and clinical modeling of clinical outcomes to PD1 blockade in patients with metastatic melanoma. *Nat Med*. 2019;25(12):1916-1927. doi:10.1038/s41591-019-0654-5

37. Van Allen EM, Miao D, Schilling B, et al. Genomic correlates of response to CTLA-4 blockade in metastatic melanoma. *Science (80- )*. 2015;350(6257):207-211. doi:10.1126/science.aad0095

38. Catalanotti F, Cheng DT, Shoushtari AN, et al. PTEN Loss-of-Function Alterations Are Associated With Intrinsic Resistance to BRAF Inhibitors in Metastatic Melanoma . *JCO Precis Oncol*. 2017;1(1):1-15. doi:10.1200/po.16.00054

39. Hugo W, Zaretsky JM, Sun L, et al. Genomic and Transcriptomic Features of Response to Anti-PD-1 Therapy in Metastatic Melanoma. *Cell*. 2016;165(1):35-44. doi:10.1016/j.cell.2016.02.065

40. Hodis E, Watson IR, Kryukov G V., et al. A landscape of driver mutations in melanoma. *Cell*. 2012;150(2):251-263. doi:10.1016/j.cell.2012.06.024

41. Krauthammer M, Kong Y, Ha BH, et al. Exome sequencing identifies recurrent somatic RAC1 mutations in melanoma. *Nat Genet*. 2012;44(9):1006-1014. doi:10.1038/ng.2359

42. Van Allen EM, Wagle N, Sucker A, et al. The genetic landscape of clinical resistance to RAF inhibition in metastatic melanoma. *Cancer Discov*. 2014;4(1):94-109. doi:10.1158/2159-8290.cd-13-0617

43. Baca SC, Prandi D, Lawrence MS, et al. Punctuated evolution of prostate cancer genomes. *Cell*. 2013;153(3):666-677. doi:10.1016/j.cell.2013.03.021

44. Barbieri CE, Baca SC, Lawrence MS, et al. Exome sequencing identifies recurrent SPOP, FOXA1 and MED12 mutations in prostate cancer. *Nat Genet*. 2012;44(6):685-689. doi:10.1038/ng.2279

45. Fraser M, Sabelnykova VY, Yamaguchi TN, et al. Genomic hallmarks of localized, non-indolent prostate cancer. *Nature*. 2017;541(7637):359-364. doi:10.1038/nature20788

46. Kumar A, Coleman I, Morrissey C, et al. Substantial interindividual and limited intraindividual genomic diversity among tumors from men with metastatic prostate cancer. *Nat Med*. 2016;22(4):369-378. doi:10.1038/nm.4053

47. Nguyen B, Mota JM, Nandakumar S, et al. Pan-cancer Analysis of CDK12 Alterations Identifies a Subset of Prostate Cancers with Distinct Genomic and Clinical Characteristics. *Eur Urol*. 2020;78(5):671-679. doi:10.1016/j.eururo.2020.03.024

48. Taylor BS, Schultz N, Hieronymus H, et al. Integrative Genomic Profiling of Human Prostate Cancer. *Cancer Cell*. 2010;18(1):11-22. doi:10.1016/j.ccr.2010.05.026

49. Armenia J, Wankowicz SAM, Liu D, et al. The long tail of oncogenic drivers in prostate cancer. *Nat Genet*. 2018;50(5):645-651. doi:10.1038/s41588-018-0078-z

50. Ren S, Wei GH, Liu D, et al. Whole-genome and Transcriptome Sequencing of Prostate Cancer Identify New Genetic Alterations Driving Disease Progression [Figure presented]. *Eur Urol*. 2018;73(3):322-339. doi:10.1016/j.eururo.2017.08.027

51. Gao D, Vela I, Sboner A, et al. Organoid cultures derived from patients with advanced prostate cancer. *Cell*. 2014;159(1):176-187. doi:10.1016/j.cell.2014.08.016

52. Abida W, Armenia J, Gopalan A, et al. Prospective Genomic Profiling of Prostate Cancer Across Disease States Reveals Germline and Somatic Alterations That May Affect Clinical Decision Making. *JCO Precis Oncol*. 2017;2017(1):1-16. doi:10.1200/po.17.00029

53. Guda K, Veigl ML, Varadan V, et al. Novel recurrently mutated genes in African American colon cancers. *Proc Natl Acad Sci U S A*. 2015;112(4):1149-1154. doi:10.1073/pnas.1417064112

54. Vasaikar S, Huang C, Wang X, et al. Proteogenomic Analysis of Human Colon Cancer Reveals New Therapeutic Opportunities. *Cell*. 2019;177(4):1035-1049.e19. doi:10.1016/j.cell.2019.03.030

55. Giannakis M, Mu XJ, Shukla SA, et al. Genomic Correlates of Immune-Cell Infiltrates in Colorectal Carcinoma. *Cell Rep*. 2016;15(4):857-865. doi:10.1016/j.celrep.2016.03.075

56. Seshagiri S, Stawiski EW, Durinck S, et al. Recurrent R-spondin fusions in colon cancer. *Nature*. 2012;488(7413):660-664. doi:10.1038/nature11282

57. Brannon AR, Vakiani E, Sylvester BE, et al. Comparative sequencing analysis reveals high genomic concordance between matched primary and metastatic colorectal cancer lesions. *Genome Biol*. 2014;15(8). doi:10.1186/s13059-014-0454-7

58. Yaeger R, Chatila WK, Lipsyc MD, et al. Clinical Sequencing Defines the Genomic Landscape of Metastatic Colorectal Cancer. *Cancer Cell*. 2018;33(1):125-136.e3. doi:10.1016/j.ccell.2017.12.004

59. Razavi P, Li BT, Brown DN, et al. High-intensity sequencing reveals the sources of plasma circulating cell-free DNA variants. *Nat Med*. 2019;25(12):1928-1937. doi:10.1038/s41591-019-0652-7

60. Thomas AA, Abrey LE, Terziev R, et al. Multicenter phase II study of temozolomide and myeloablative chemotherapy with autologous stem cell transplant for newly diagnosed anaplastic oligodendroglioma. *Neuro Oncol*. 2017;19(10):1380-1390. doi:10.1093/neuonc/nox086

61. Zhang C, Liu J, Xu D, Zhang T, Hu W, Feng Z. Gain-of-function mutant p53 in cancer progression and therapy. *J Mol Cell Biol*. 2020;12(9):674-687. doi:10.1093/jmcb/mjaa040

62. Brennan CW, Verhaak RGW, McKenna A, et al. The somatic genomic landscape of glioblastoma. *Cell*. 2013;155(2):462. doi:10.1016/j.cell.2013.09.034

63. McLendon R, Friedman A, Bigner D, et al. Comprehensive genomic characterization defines human glioblastoma genes and core pathways. *Nature*. 2008;455(7216):1061-1068. doi:10.1038/nature07385

64. Miller AM, Shah RH, Pentsova EI, et al. Tracking tumour evolution in glioma through liquid biopsies of cerebrospinal fluid. *Nature*. 2019;565(7741):654-658. doi:10.1038/s41586-019-0882-3

65. Jonsson P, Lin AL, Young RJ, et al. Genomic correlates of disease progression and treatment response in prospectively characterized gliomas. *Clin Cancer Res*. 2019;25(18):5537-5547. doi:10.1158/1078-0432.CCR-19-0032

66. Johnson BE, Mazor T, Hong C, et al. Mutational analysis reveals the origin and therapy-driven evolution of recurrent glioma. *Science (80- )*. 2014;343(6167):189-193. doi:10.1126/science.1239947

67. Ceccarelli M, Barthel FP, Malta TM, et al. Molecular Profiling Reveals Biologically Discrete Subsets and Pathways of Progression in Diffuse Glioma. *Cell*. 2016;164(3):550-563. doi:10.1016/j.cell.2015.12.028

68. Zhao J, Chen AX, Gartrell RD, et al. Immune and genomic correlates of response to anti-PD-1 immunotherapy in glioblastoma. *Nat Med*. 2019;25(3):462-469. doi:10.1038/s41591-019-0349-y

**
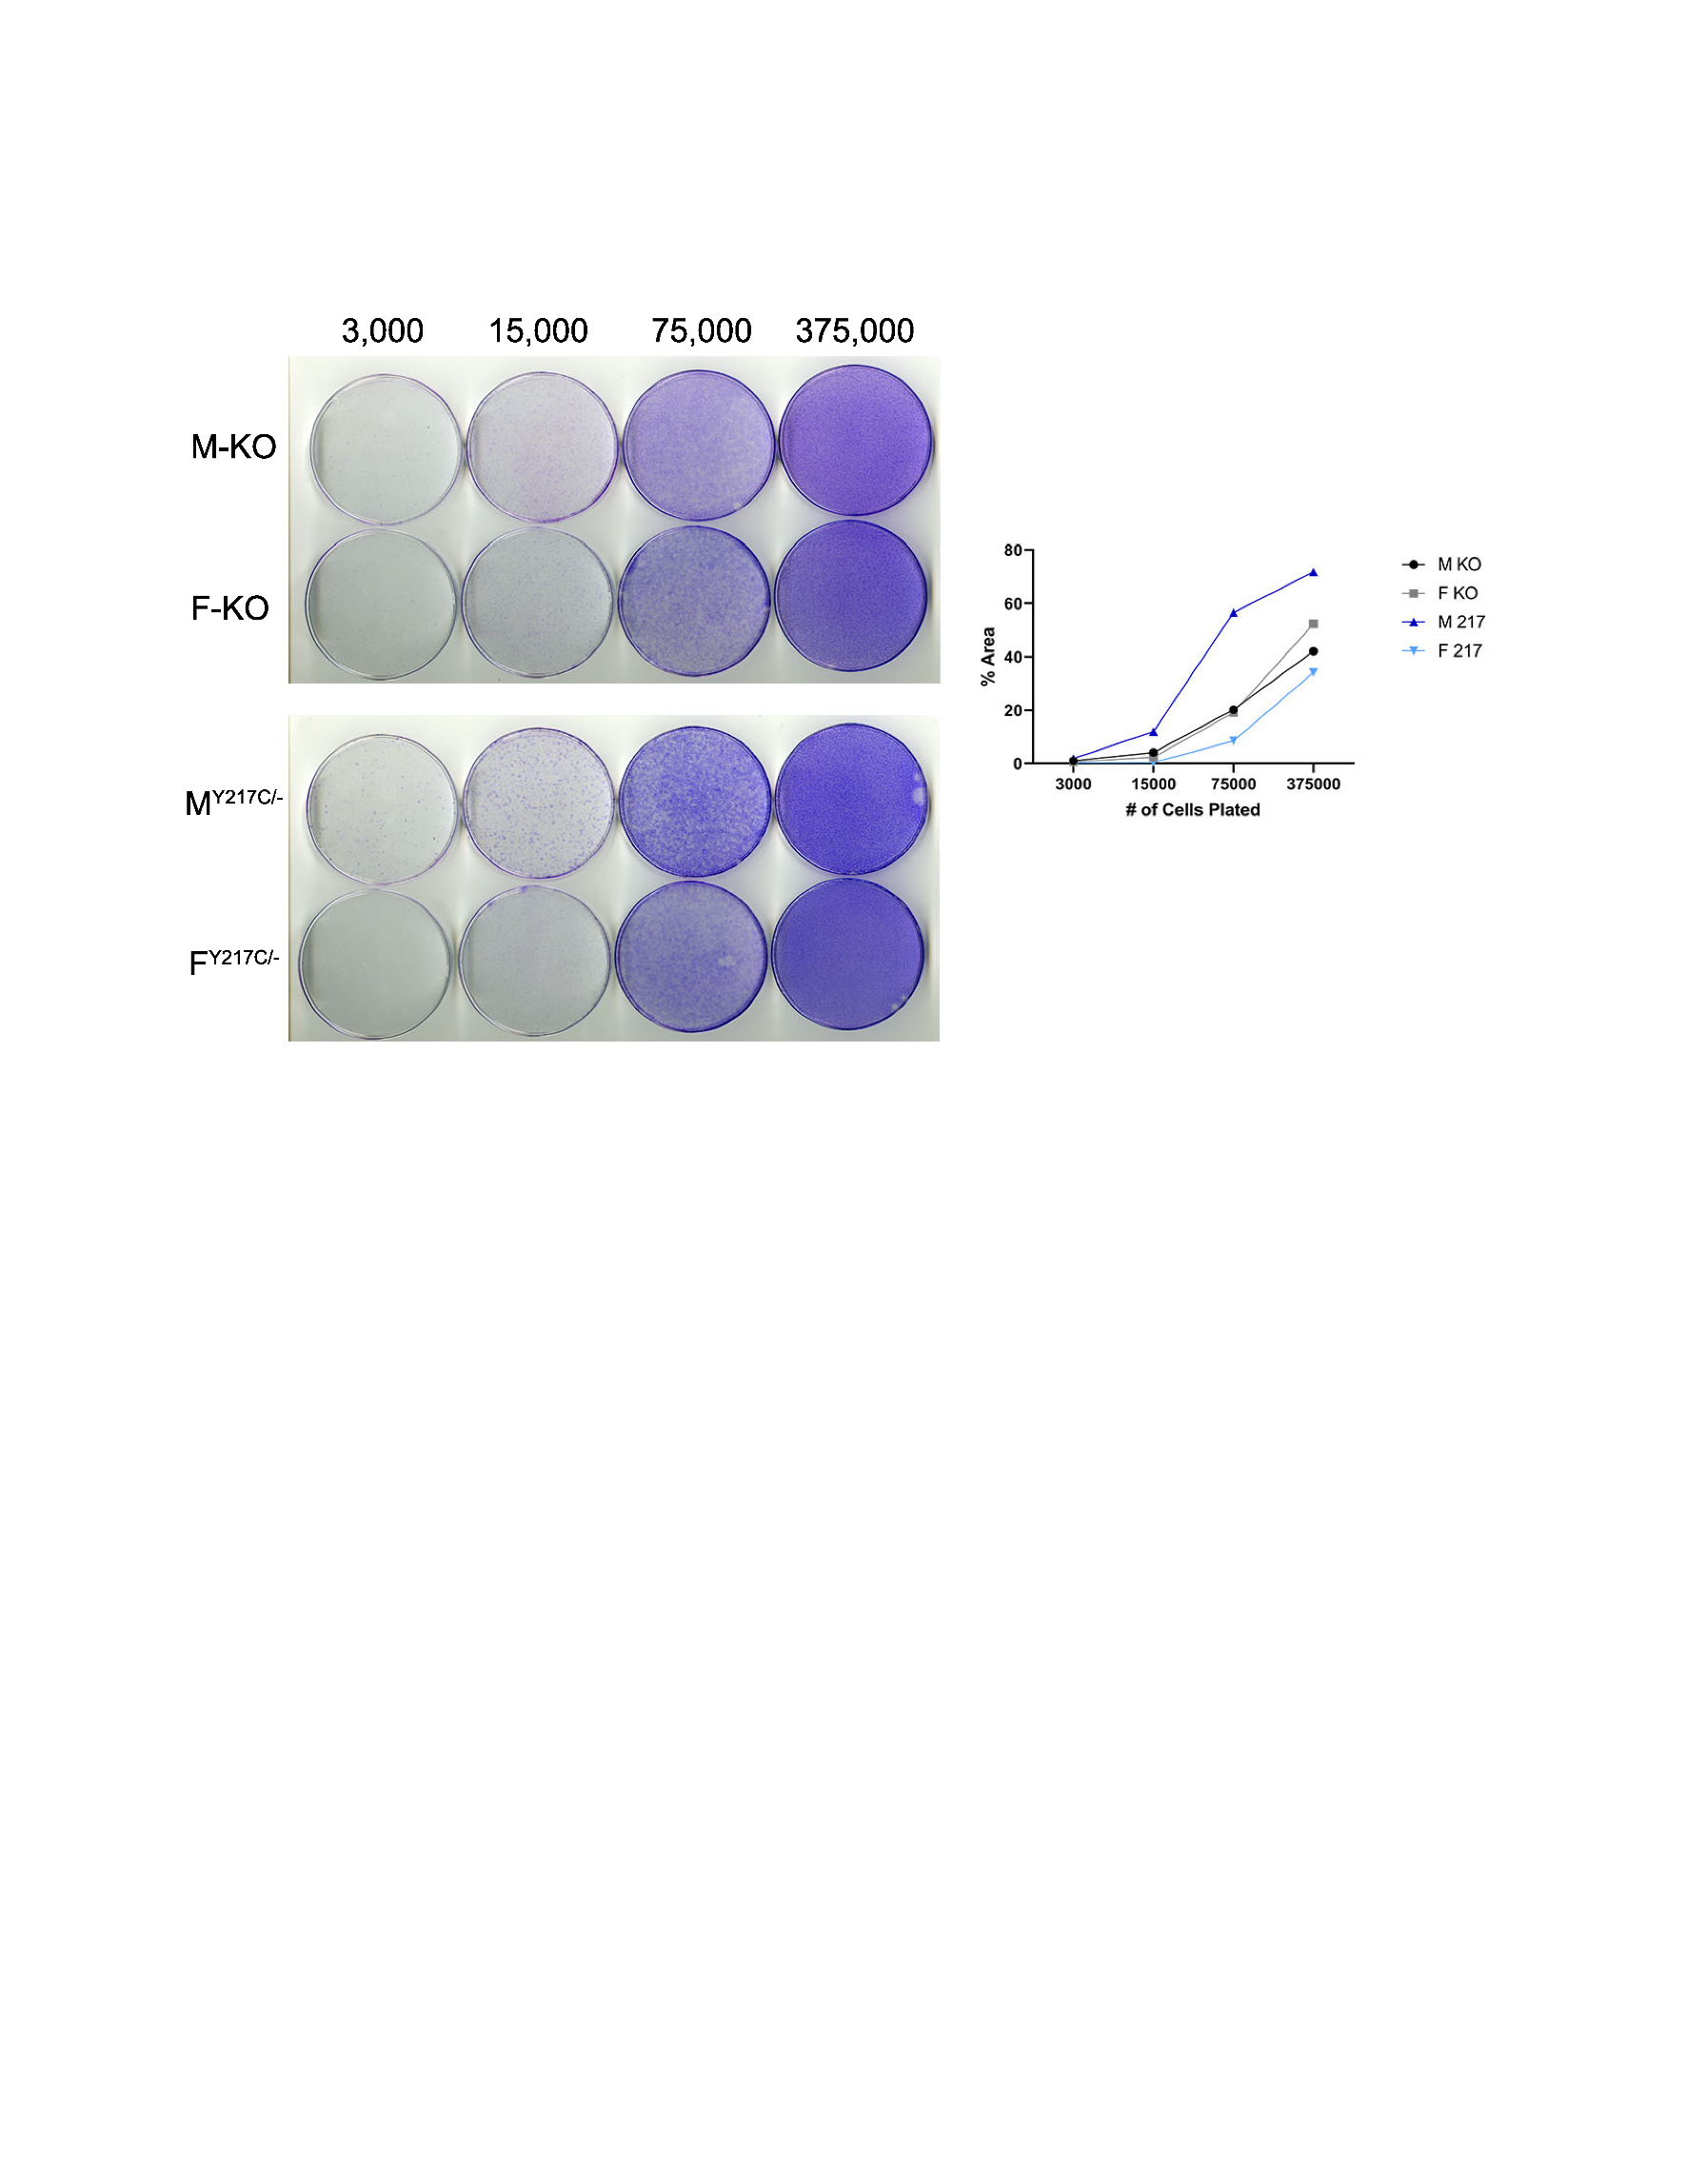
**

**Supplemental Figure 1.** Titration of p53^Y217C^ foci assay. **A.** Male and female p53 KO and p53^Y217C^ astrocytes were plated at a 5-fold dilution in 10 cm plates and incubated for five days before fixing and staining and with Giemsa stain. **B.** Quantification of foci assay as measured by % area covered by stained nuclei.

**
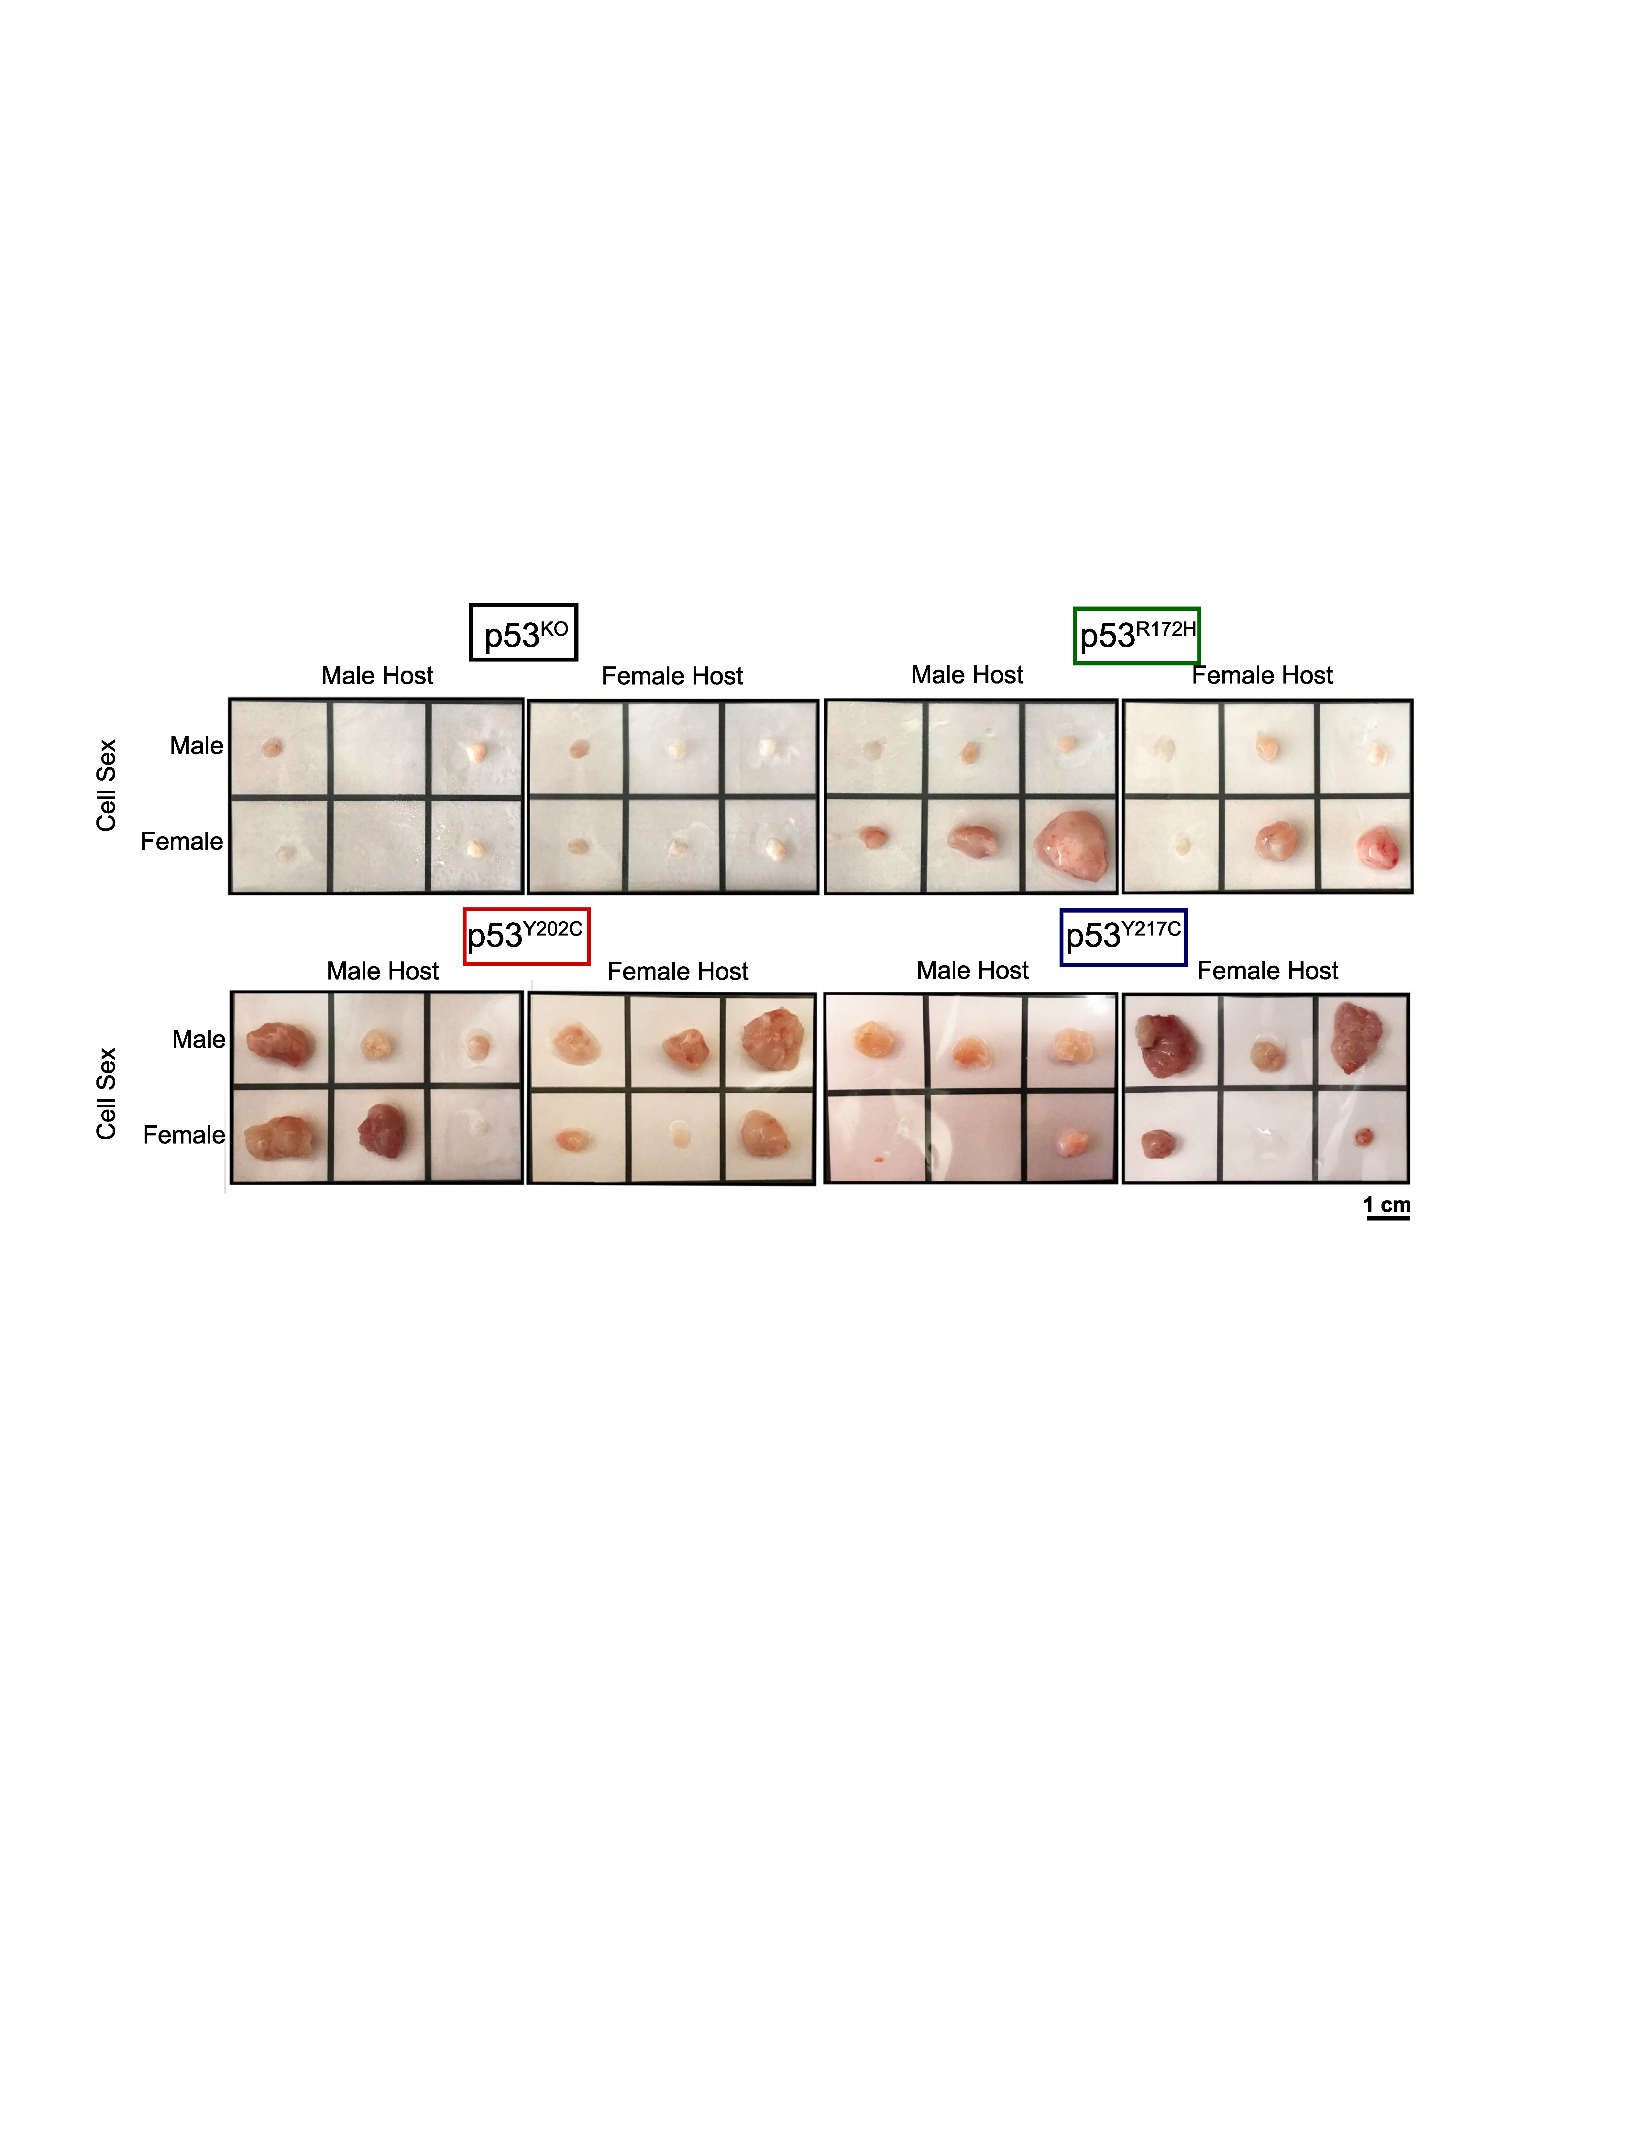
**

**Supplemental Figure 2.** Images of harvested flank tumors or recovered Matrigel pellet from mice injected with male and female p53 KO (black), p53^R172H^ (green), p53^Y202C^ (red), and p53^Y217C^ (blue). Where blank squares are present, no tumor or Matrigel pellet was recovered.

**
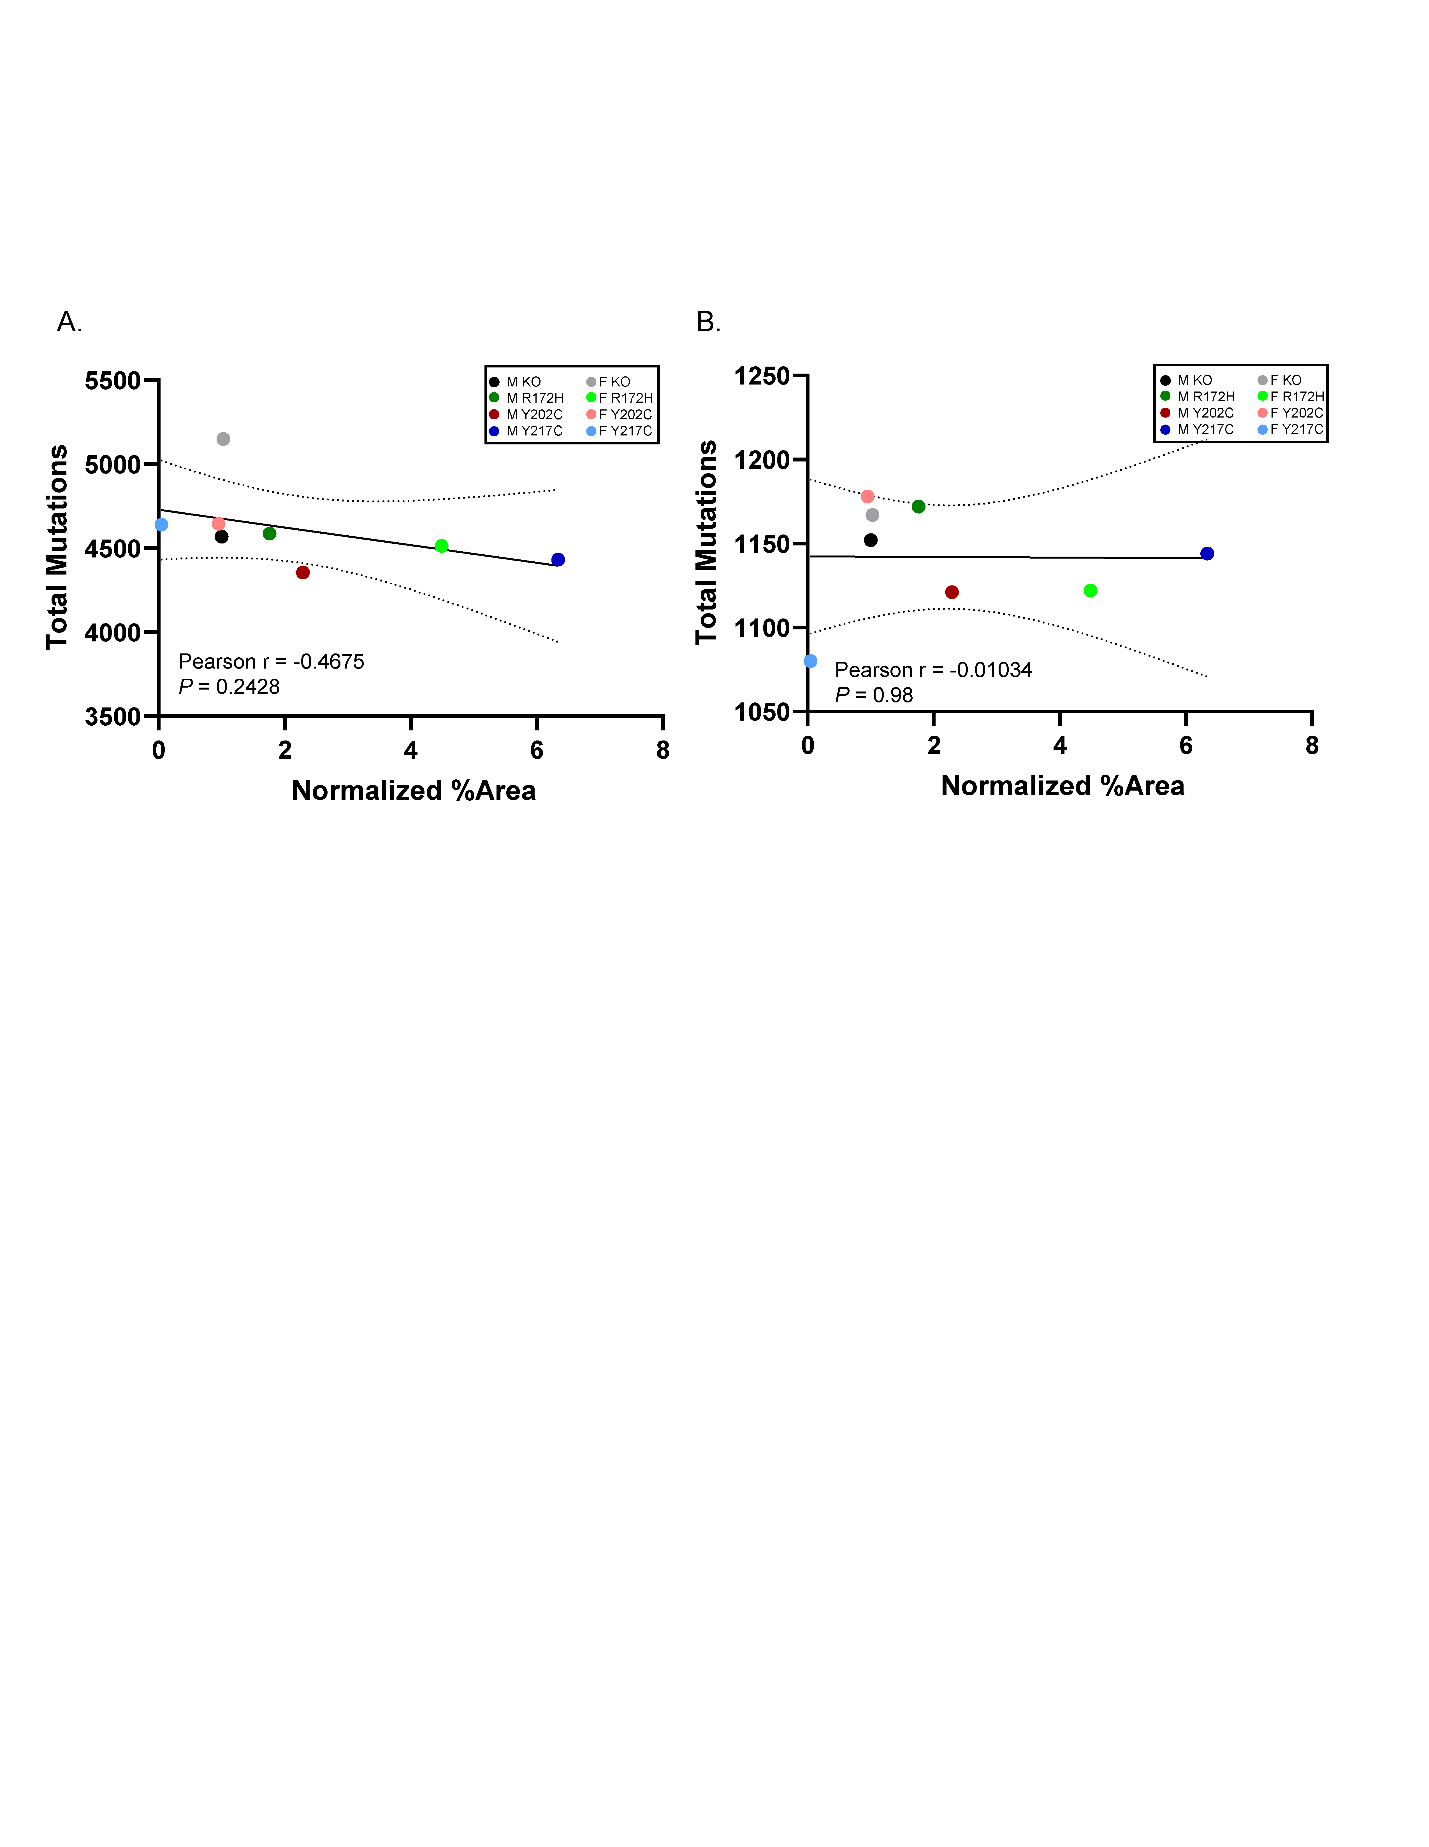
**

**Supplemental Figure 3.** Cell growth phenotype does not correlate with mutation burden. Pearson correlation of the relationship between growth as measure by normalized percent area from the foci assay and the total number of mutations (**A**) or the number of missense or nonsense mutations (**B**) identified in whole exome sequencing.

**Supplemental Table 2.** All identified mutant genes in male or female p53 KO, p53^R172H^, p53^Y202C^, and p53^Y217C^ astrocytes. A (+) indicates a homologous mutation in the given gene in the corresponding mutation p53 cell line.

**

**

**

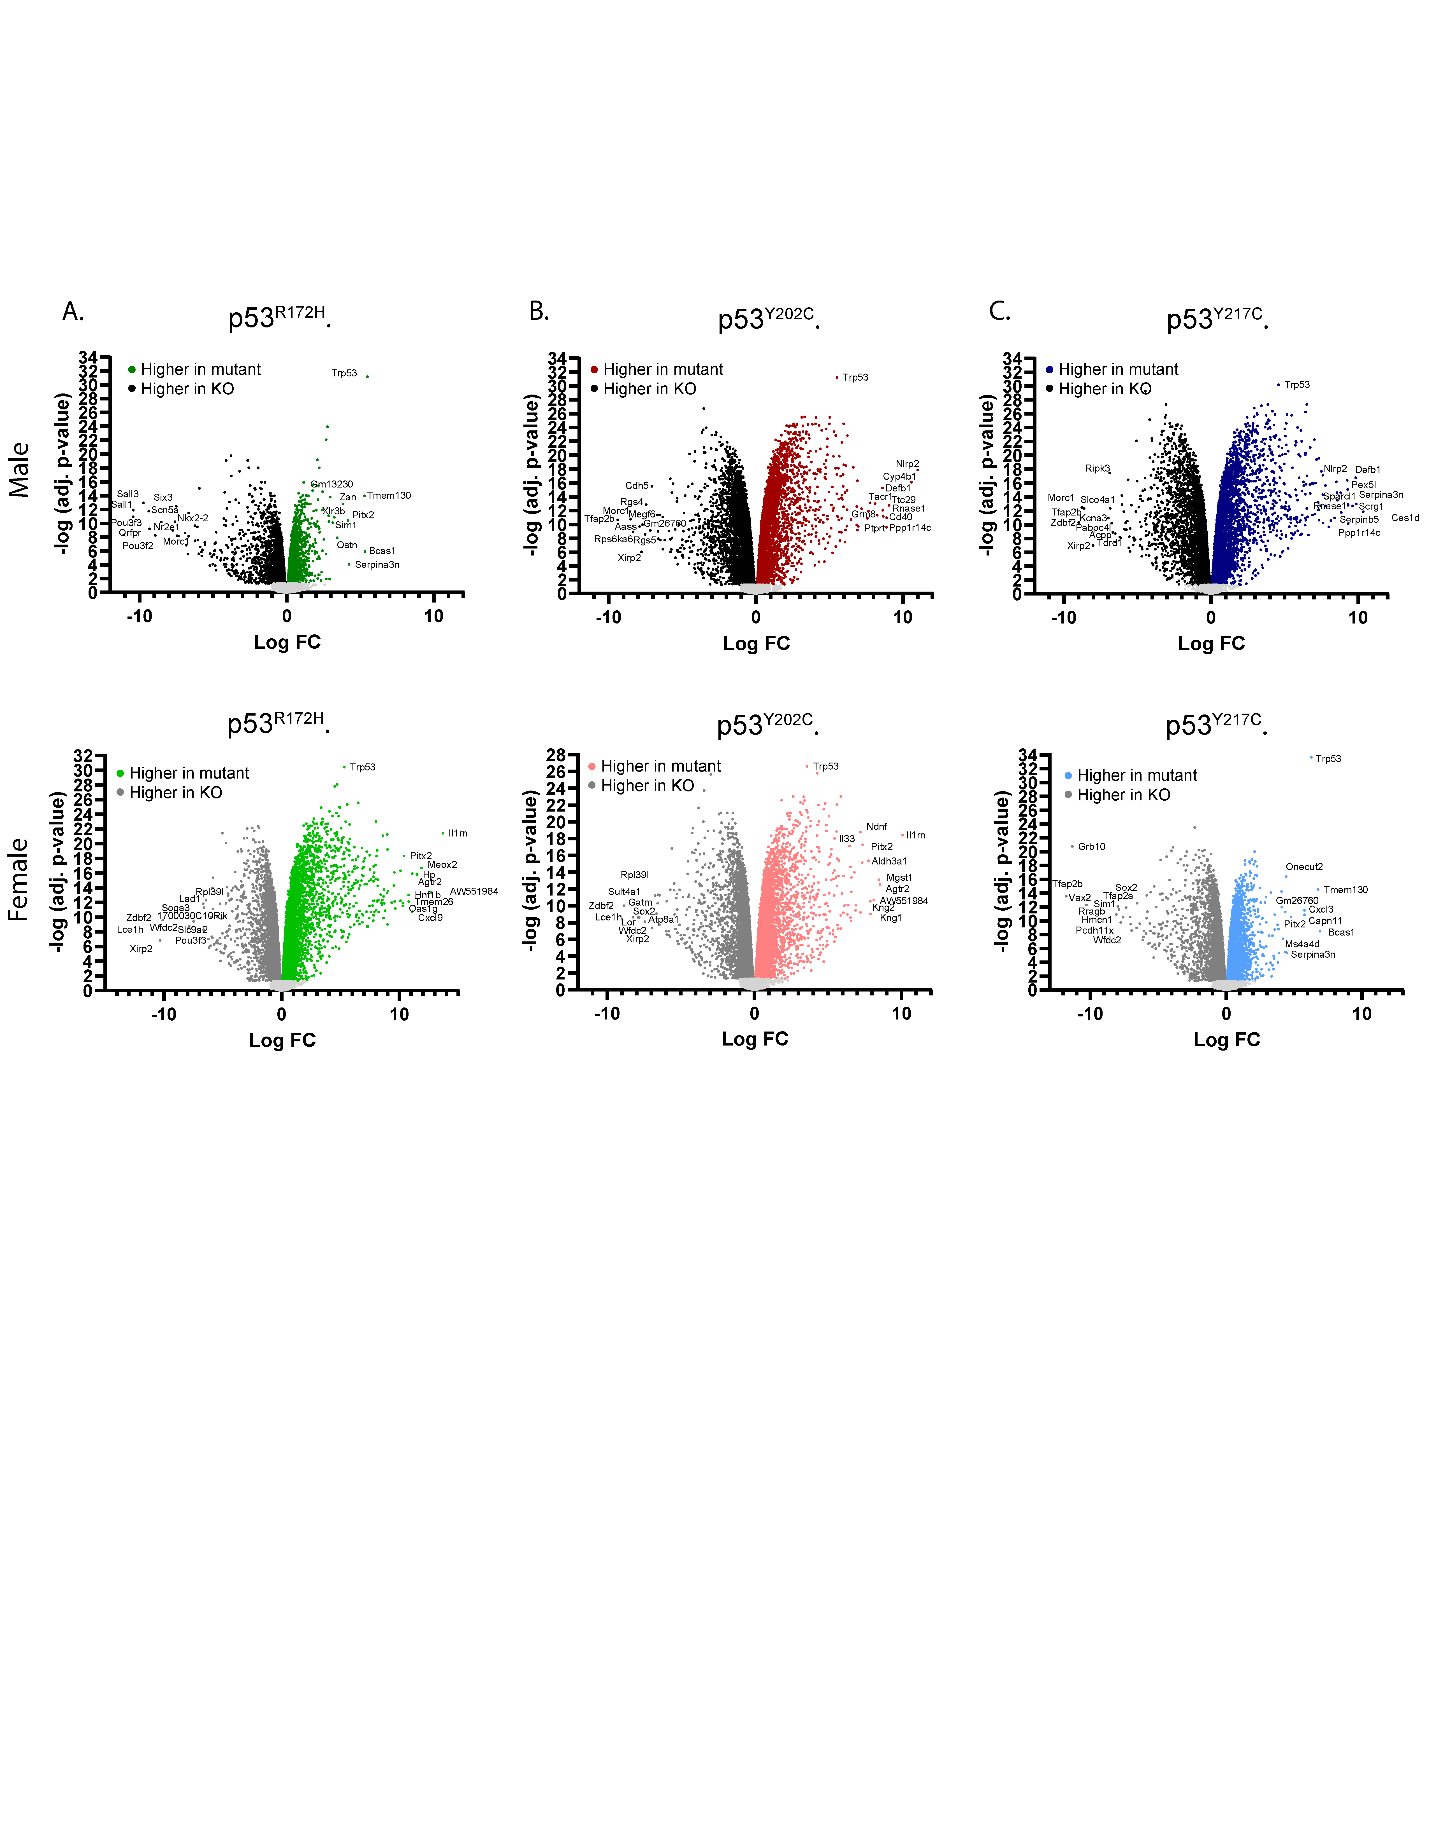
**

**Supplemental Figure 4.** Volcano plots displaying all significant differential gene expression (adjusted p-value < 0.05) between mutant p53 and p53 KO astrocytes within each sex for **A.** p53^R172H^ (green), **B.** p53^Y202C^ (red), **C.** p53^Y217C^ (blue). The top ten upregulated and downregulated genes by logFC and *Trp53* are labeled in each plot. Genes below the significance threshold are colored light grey.

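*Trp53* (ENSMUSG00000059552), on chromosome 11 of GRCm38 from 69580359 to 69591873, had 50.9 ± 2.75 CPM (SD, n = 3) in male and 48.9 ± 2.72 CPM in female p53 KO. Its normalized expression in male lines was 2290 ± 80.2 CPM with p53 R172H, 2320 ± 104 with p53 Y202C, and 1220 ± 29.5 with p53 Y217C. In female lines it was 1960 ± 65.4 CPM with p53 R172H, 593 ± 18 with p53 Y202C, and 3710 ± 162 with p53 Y217C. The counts do not separate transcripts of the retroviral construct from those of the endogenous gene. The effects on *Trp53* were of similar size in both sexes for p53 R172H, with an interaction of 0.17 that did not pass the threshold (adjusted p = 0.0586; 0.0255 with limma's voomWithQualityWeights). For p53 Y202C the interaction was 1.91 (adjusted p = 2.21e-16) and for p53 Y217C it was -1.67 (adjusted p = 4.7e-15). Beyond *Trp53*, the genes with the largest rise included *Tmem130*, with log2 fold changes of 5.32 in male p53 R172H (adjusted p = 1.14e-16) and 6.84 in female p53 Y217C (adjusted p = 5.67e-18). *Nlrp2* was at least 1100-fold higher in male p53 Y202C than in male p53 KO. *Il1rn* rose in female p53 R172H, from 0.0911 ± 0.0538 CPM (SD, n = 3) in p53 KO to 1080 ± 75.5 CPM, a log2 fold change of 13.55 (adjusted p = 4.18e-27). Among the genes with the largest falls, *Grb10* on chromosome 11 had 626 ± 4.1 CPM (SD, n = 3) in female p53 KO and 0.229 ± 0.0223 CPM in female p53 Y217C, a log2 fold change of -11.41 (adjusted p = 1.45e-28). *Sall1* was at least 213-fold lower in male p53 R172H than in male p53 KO, and *Tfap2b* was at least 235-fold lower in male p53 Y202C. *Lce1h* was at least 316-fold lower in female p53 R172H.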

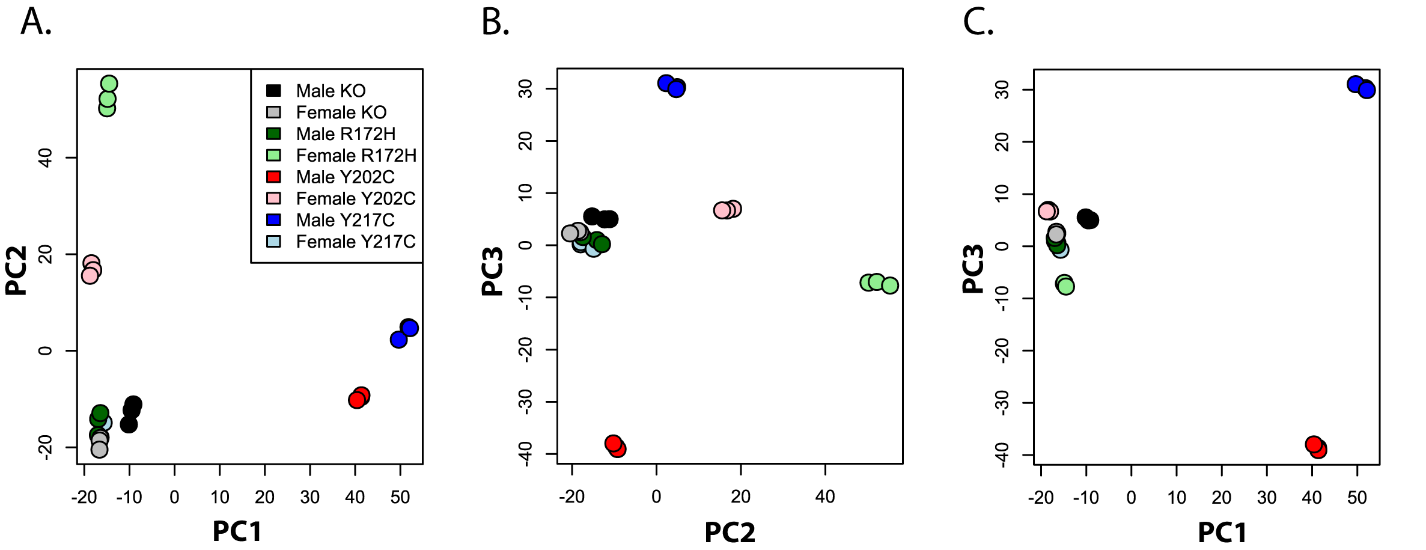

**Supplemental Figure 5**. 2-dimensional representation of sparse PCA analysis. **A)** PC1 vs PC2 **B)** PC2 vs PC3 **C)** PC1 vs PC3.

**Supplementary Table 3.** Comparison of the total number (n) of genes identified with a significant interaction between sex and mutation and all significant differentially expressed genes with a log_2_(FC) > 0.5 (FDR < 0.05).

|  | **Interaction** | **Male-only**  **DE genes** | **Female-only**  **DE genes** | **Overlap (Male)** | **Overlap (Female)** |
| --- | --- | --- | --- | --- | --- |
| **R172H** | **9287** | **581** | **4305** | **432 (74%)** | **3907 (91%)** |
| **Y202C** | **10441** | **3416** | **2517** | **3093 (91%)** | **2211 (88%)** |
| **Y217C** | **9387** | **3583** | **1376** | **3168 (88%)** | **1154 (84%)** |

**Supplementary Table 4. KEGG pathway enrichment analysis overlapping genes from the interaction modeling and differential expression analysis: p53^R172H^.**

**Male: No significant enrichment**

**Female:**

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** |
| --- | --- | --- | --- |
| 0.00011 | 45 | 123 | Cell cycle |
| 0.00032 | 31 | 78 | Ribosome biogenesis in eukaryotes |
| 0.00032 | 45 | 131 | Lysosome |
| 0.00032 | 26 | 61 | Fatty acid metabolism |
| 0.0038 | 327 | 1546 | Metabolic pathways |
| 0.0038 | 16 | 35 | DNA replication |
| 0.0038 | 42 | 136 | Apoptosis |
| 0.0038 | 57 | 201 | Proteoglycans in cancer |
| 0.0038 | 48 | 162 | MicroRNAs in cancer |
| 0.0047 | 48 | 165 | RNA transport |
| 0.0047 | 56 | 200 | Focal adhesion |
| 0.0065 | 51 | 181 | Transcriptional misregulation in cancer |
| 0.0074 | 49 | 174 | Cellular senescence |
| 0.0074 | 42 | 143 | Fluid shear stress and atherosclerosis |
| 0.0086 | 48 | 171 | Hepatocellular carcinoma |
| 0.01 | 57 | 214 | Rap1 signaling pathway |
| 0.01 | 124 | 537 | Pathways in cancer |
| 0.012 | 24 | 71 | P53 signaling pathway |
| 0.012 | 24 | 71 | Adherens junction |
| 0.012 | 29 | 92 | Small cell lung cancer |
| 0.014 | 16 | 41 | Homologous recombination |
| 0.021 | 72 | 294 | MAPK signaling pathway |
| 0.023 | 19 | 55 | Valine, leucine and isoleucine degradation |
| 0.023 | 13 | 32 | Beta-Alanine metabolism |
| 0.023 | 30 | 101 | AGE-RAGE signaling pathway in diabetic complications |
| 0.031 | 13 | 33 | Base excision repair |
| 0.033 | 55 | 219 | Salmonella infection |
| 0.034 | 32 | 113 | TNF signaling pathway |
| 0.037 | 58 | 235 | Human T-cell leukemia virus 1 infection |
| 0.037 | 17 | 50 | Fatty acid degradation |

**Supplementary Table 5.** KEGG pathway enrichment analysis overlapping genes from the interaction modeling and differential expression analysis: p53^Y202C^.

**Male:**

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** |
| --- | --- | --- | --- |
| 0.00015 | 47 | 163 | Protein processing in endoplasmic reticulum |
| 0.002 | 37 | 131 | Lysosome |
| 0.0057 | 18 | 49 | Amino sugar and nucleotide sugar metabolism |
| 0.019 | 63 | 294 | MAPK signaling pathway |
| 0.034 | 258 | 1546 | Metabolic pathways |
| 0.034 | 28 | 107 | Toxoplasmosis |
| 0.037 | 47 | 214 | Rap1 signaling pathway |
| 0.04 | 16 | 51 | Fanconi anemia pathway |
| 0.04 | 36 | 156 | MTOR signaling pathway |
| 0.04 | 28 | 113 | TNF signaling pathway |
| 0.04 | 47 | 219 | Salmonella infection |
| 0.043 | 32 | 136 | Apoptosis |

**Female:**

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** |
| --- | --- | --- | --- |
| 0.00074 | 206 | 1546 | Metabolic pathways |
| 0.00074 | 45 | 227 | Thermogenesis |
| 0.046 | 26 | 131 | Oxidative phosphorylation |

**Supplementary Table 6.** KEGG pathway enrichment analysis overlapping genes from the interaction modeling and differential expression analysis: p53^Y217C^.

**Male:**

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** |
| --- | --- | --- | --- |
| 0.0000017 | 45 | 131 | Lysosome |
| 0.00006 | 288 | 1546 | Metabolic pathways |
| 0.00019 | 116 | 537 | Pathways in cancer |
| 0.00034 | 47 | 171 | Hepatocellular carcinoma |
| 0.0004 | 55 | 214 | Rap1 signaling pathway |
| 0.0016 | 30 | 99 | Prostate cancer |
| 0.0019 | 50 | 201 | Proteoglycans in cancer |
| 0.003 | 39 | 148 | Gastric cancer |
| 0.003 | 45 | 180 | Axon guidance |
| 0.0042 | 41 | 162 | MicroRNAs in cancer |
| 0.0053 | 17 | 48 | ABC transporters |
| 0.0053 | 26 | 89 | Fc gamma R-mediated phagocytosis |
| 0.0065 | 17 | 49 | Amino sugar and nucleotide sugar metabolism |
| 0.011 | 19 | 61 | Fatty acid metabolism |
| 0.011 | 40 | 167 | Phagosome |
| 0.011 | 72 | 348 | Human papillomavirus infection |
| 0.011 | 21 | 70 | Acute myeloid leukemia |
| 0.011 | 20 | 66 | Non-small cell lung cancer |
| 0.013 | 51 | 231 | Ras signaling pathway |
| 0.015 | 12 | 32 | Galactose metabolism |
| 0.015 | 12 | 32 | Beta-Alanine metabolism |
| 0.016 | 12 | 33 | Propanoate metabolism |
| 0.016 | 32 | 131 | FoxO signaling pathway |
| 0.016 | 23 | 84 | Peroxisome |
| 0.016 | 30 | 120 | Thyroid hormone signaling pathway |
| 0.016 | 28 | 109 | Insulin resistance |
| 0.016 | 35 | 147 | Breast cancer |
| 0.018 | 26 | 101 | AGE-RAGE signaling pathway in diabetic complications |
| 0.021 | 15 | 48 | Sphingolipid metabolism |
| 0.021 | 24 | 93 | Endocrine resistance |
| 0.021 | 36 | 156 | MTOR signaling pathway |
| 0.021 | 70 | 353 | PI3K-Akt signaling pathway |
| 0.021 | 47 | 219 | Salmonella infection |
| 0.021 | 17 | 58 | Endometrial cancer |
| 0.028 | 36 | 160 | Cushing syndrome |
| 0.029 | 16 | 55 | Valine, leucine and isoleucine degradation |
| 0.029 | 43 | 200 | Focal adhesion |
| 0.032 | 36 | 162 | Hepatitis B |
| 0.035 | 23 | 92 | Small cell lung cancer |
| 0.038 | 20 | 77 | Synaptic vesicle cycle |
| 0.04 | 36 | 165 | Tight junction |
| 0.04 | 27 | 115 | Leukocyte transendothelial migration |
| 0.041 | 32 | 143 | Fluid shear stress and atherosclerosis |
| 0.047 | 20 | 79 | EGFR tyrosine kinase inhibitor resistance |

**Female:**

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** |
| --- | --- | --- | --- |
| 0.018 | 23 | 180 | Axon guidance |

**Supplementary Table 7**. Comparison of the total number of genes (n) identified with a significant interaction between mutation and gene expression and all shared significant differentially expressed genes with a log_2_(FC) > 0.5 (FDR < 0.05).

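Such a comparison depends on which coefficient stands for the effect independent of sex, which the paper's text does not name. With females as the reference sex the coefficient is the effect in females, and with males as the reference it is the effect in males. Every shared gene then carries the coefficient by construction. With females as the reference and an absolute log2 fold change above 0.5, the coefficient passed for 5603 genes with p53 R172H, 5435 with p53 Y202C, and 3657 with p53 Y217C. With males as the reference and the same threshold it passed for 1861, 6531, and 5812 genes. The effect averaged over the sexes, with that threshold, passed for 3045, 4554, and 4147 genes, and for 72.93%, 68.06%, and 80.09% of the shared genes.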

|  | **Marginal effect in**  **interaction test** | **Shared DE genes**  **in both sexes** | **Overlap** |
| --- | --- | --- | --- |
| **R172H** | **5639** | **1314** | **1306 (99%)** |
| **Y202C** | **5568** | **3024** | **3001 (99%)** |
| **Y217C** | **3670** | **2295** | **2262 (99%)** |

How the deposited data were processed for this re-analysis (not part of the article)

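Gene expression was measured by RNA-seq in 24 libraries from 8 mouse astrocyte lines, male and female p53 KO, p53 R172H, p53 Y202C, and p53 Y217C, with 3 replicates per line. Each library's line, sex, and replicate number were taken from the sample labels. The labels name 1 male and 1 female primary culture, and the paper describes replicates of its in vitro experiments as independent thaws and platings.

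The authors aligned the reads with STAR to an Ensembl primary assembly and counted uniquely aligned, unambiguous reads per gene with featureCounts. The values the authors deposited are raw counts, without normalization, for 14427 genes named by Ensembl identifiers. Each of these genes is above 1 CPM in at least 3 libraries, and no ribosomal RNA gene is listed, so low counts had been filtered out of the deposited table. The strand of counting is not named in the paper's text. Gene symbols, chromosomes, and positions were taken from GENCODE M21 on GRCm38 by gene identifier. It names 14350 of the 14427 identifiers, and 77 were left without a symbol or a chromosome.

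Total counts per library ranged from 52787288 to 136503809. The 10 largest genes of a library held from 5.77% to 9.28% of its counts. A count of 3 was taken as the smallest that the depth can show, and a fold change against a line with at most 3 counts in every library is given as a lower bound against that floor.

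Counts were analyzed in R 4.3.3 with edgeR 4.0.16. TMM factors were computed over all libraries, genes above 1 CPM in at least 2 libraries were kept, which removed none, and a quasi-likelihood model with 1 mean per line was fitted. Each mutation was compared with p53 KO within each sex, and males with females within each genotype. The interaction was the difference between the effects of a mutation in males and in females, and the averaged effect was their mean. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Male-only, shared, and female-only lists also required an absolute log2 fold change above 0.5, as in the paper. The model was tested on simulated data, where 200 of 200 changed genes were recovered with 6 false calls among 13698 genes tested, and 199 of the same genes were recovered by the interaction with 3 false calls. In the 12 simulated contrasts without change, the largest number of false calls was 0. The simulation changed the 200 genes in 1 line only, by at least 1 on the log2 scale. All other means were equal between lines, and every gene had the same spread. In the data, 31.1% to 75.3% of the genes differed between the lines of a pair. The simulation therefore does not test normalization when most genes change, nor smaller changes.

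Principal components were computed in Python 3.11.15 with numpy 2.4.6, from log2-transformed CPM with a prior count of 2. Sparse components were computed with an implementation of variable projection written for this purpose, whose penalties were set here because the paper's text does not name them. Exact tests used scipy 1.17.1. Mouse Reactome sets shipped with fgsea 1.28.0 were tested in place of KEGG sets, which were not used here. The plan was to run the Reactome tests only if at least 80% of the pathways' genes could be matched. Of the pathway members, 96.9% were paired with a gene of GENCODE M21, and 78% were among the genes tested. The plan was read as the first of these shares, and under the stricter reading the Reactome tests would not have been run. Hand-written gene lists were tested beside them.

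Named genes were chosen by a rule set before the data were examined. It takes every gene that the paper names in its RNA-seq results, *Kdm5c*, the Y-linked genes, the genes of the transcription factors in Fig. 6B, and for each comparison of a pair of lines the 2 largest rises and the 2 largest falls among genes past the threshold with at least 10 counts in every library of the higher line. *Nudt6* was added after the values were seen, because it overlaps *Fgf2*. Not every gene covered by this rule is reported here.

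The alternatives tried were limma 3.58.1 with voomWithQualityWeights, DESeq2 1.42.0, DESeq2's size factors in edgeR, other filters, other thresholds, leaving out 198 ribosomal protein genes, fitting only the lines compared, the replicate number as a block, other definitions of the averaged effect, other settings of the principal components, and leaving out each replicate in turn. Deviations from the line means of replicates with the same number had a mean correlation of -0.039 over 84 pairs, against 0.018 over 168 pairs with different numbers. In single comparisons the mean correlation ranged from -0.36 to 0.345, and counts with the block are given beside the main counts. The ChIP-seq, exome, growth, and tumor experiments were not analyzed here.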

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

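The tests on whole-chromosome shifts as offsets were chosen after the results below were seen, and the remaining tests in this part before.

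The effect of each mutation differed between males and females at many genes. The interaction test was past an adjusted p of 0.05 for 8365 genes with p53 R172H, 9805 with p53 Y202C, and 7913 with p53 Y217C. Library size was tested by thinning every library to the smallest total, 52787288 counts, which left 8091, 9603, and 7716 interaction genes, and 7916, 9474, and 7563 of these were the same genes. Genes that take many counts were tested by leaving out the 21 genes that are among the 10 largest of any library, which gave 8306, 9783, and 7918 genes. Gene length and GC content were tested by their Spearman correlation with the interaction across genes, which are not independent replicates. For length it was 0.092, 0.047, and -0.014 for p53 R172H, p53 Y202C, and p53 Y217C, and for GC content it was -0.018, -0.019, and 0.012, with values for 99.5% and 99.4% of the genes. These tests speak against library size, a few large genes, gene length, and GC content as explanations.

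Whole-chromosome shifts were tested by the share of interaction genes on chromosomes whose median interaction departs by more than 0.2 on the log2 scale from that of genes on the other chromosomes. The share was 18.4% for p53 R172H, 55.1% for p53 Y202C, and 23.1% for p53 Y217C, but these chromosomes hold 16.4%, 54.0%, and 20.6% of all genes with a chromosome, so the share follows the number of chromosomes over that size and cannot tell whether the shifts contribute. With each library's median shift of each chromosome taken out as an offset, 8036 genes had an interaction with p53 R172H, 9556 with p53 Y202C, and 7440 with p53 Y217C, of which 7332, 8478, and 6693 were among the genes found without the offset. Such median shifts alone do not account for most of the interaction genes in any of the 3 mutations.

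Each sex is represented by 1 culture, so a difference between the sexes cannot be told apart from a difference between the cultures or between the lines made from them. When the labels of mutant and p53 KO were exchanged within sexes among splits that part every pair of libraries with the same replicate number, 1 of 16 splits, the real one, gave as many interaction genes for p53 R172H. The number was also 1 of 16 for p53 Y202C and 1 of 16 for p53 Y217C. With 16 splits the share cannot fall under 0.05. A split and its mirror were counted as 1 split. Exchanging all labels of a single sex, the mirror of the real split, turns the interaction into the averaged effect, which held more genes than the interaction in the same fits (9643 against 8655 for p53 R172H, 10160 against 9419 for p53 Y202C, and 10570 against 8468 for p53 Y217C). The most interaction genes in any other split were 7154 for p53 R172H, 5093 for p53 Y202C, and 6847 for p53 Y217C, counting the larger of a split and its mirror, in splits that kept the real labels of one sex.

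*Wnt5a* had an interaction of -2.79 with p53 R172H, its expression being lower than p53 KO in males and higher in females. It lies on chromosome 14, whose genes had a median interaction of -0.601 relative to genes on the other chromosomes, smaller than that of *Wnt5a*. *Fgf2* had an interaction of 2.76 with p53 Y217C. It lies on chromosome 3, with a median of -0.151. Whether reads from *Nudt6*, on the opposite strand, were counted on *Fgf2* was not tested. Both values carry the limit of 1 culture per sex, and they cannot be told apart from a difference between lines.

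*Trp53* had an interaction of 1.91 with p53 Y202C, its expression being higher in the male line, and of -1.67 with p53 Y217C, where it was higher in the female line. The mutant genes were introduced by retroviral transduction according to the paper's methods, and the number of insertions per line was not tested. A biological difference between the sexes cannot be told apart from a difference between 1 transduced culture and another.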

How the results depend on the processing

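Unless stated otherwise, the alternatives were chosen before the data were examined. No cause was tested for any of the changes below, except where a value is given that follows by construction.

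The 25 counts of genes stayed within 1.5 times their reported values under DESeq2, DESeq2's size factors in edgeR, an adjusted p of 0.01, leaving out ribosomal protein genes, fitting only the lines compared, and the replicate block, and in the 240 values from fits that left out a replicate. Omitting the low-count filter, or requiring at least 10 counts in every library of a line, tested the same 14427 genes, so these settings could not move a count and show no stability. Leaving out a replicate gave from 3524 to 4274 genes for male against female p53 KO, and from 4781 to 5552 genes for male p53 R172H against p53 KO.

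With limma's voomWithQualityWeights, 24 of the 25 counts stayed within that range, and the count for male against female p53 KO rose to 7186 genes. With an absolute log2 fold change above 1, the male-only, shared, and female-only lists held 257, 520, and 1963 genes for p53 R172H, 2048, 1101, and 1168 for p53 Y202C, and 2052, 830, and 500 for p53 Y217C. Without a threshold on the fold change, the male-only p53 R172H list held 1374 genes and the female-only list 5562. The shared lists then held 4498, 7576, and 6297 genes for p53 R172H, p53 Y202C, and p53 Y217C. The interaction with an absolute value above 0.5 held 5218 genes for p53 R172H and 5054 for p53 Y217C. These settings change the definition of the lists, and the cause of each change beyond that was not tested.

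The effect averaged over the sexes, with an absolute log2 fold change above 0.5, held 3045, 4554, and 4147 genes for p53 R172H, p53 Y202C, and p53 Y217C. With females as the reference sex and that threshold it held 5603, 5435, and 3657 genes. With males as the reference and that threshold it held 1861, 6531, and 5812 genes, and without the threshold 5872 genes for p53 R172H. With either sex as the reference, with or without the threshold, 100% of the shared genes carry the coefficient by construction.

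The percentages of male-only and female-only genes with an interaction rose with an absolute log2 fold change above 1, to 79.77 and 92.36 for p53 R172H, 90.48 and 90.33 for p53 Y202C, and 90.16 and 80.2 for p53 Y217C. They also rose with limma's voomWithQualityWeights, to 74.28 and 90.67 for p53 R172H, 90.48 and 87.83 for p53 Y202C, and 88.4 and 83.73 for p53 Y217C. The cause was not tested. With the replicate block these 6 percentages moved by less than their counting error.

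The variance in 3 components was 73.59% as reported. It was 45.17% with sparse components and 32.32% with a penalty that leaves about 500 genes per component. Definitions from the singular values of the last update, for the same penalties and chosen after seeing the data, gave 73.17% and 72.91%. It was 63.51% with genes scaled to unit variance, 77.9% with the 1000 genes of largest variance, 74.18% without chromosomes X and Y, and 72.15% with a prior count of 0.5. It ranged from 74.11% to 74.21% across the 3 fits that each left out a replicate of every line. The low-tumorigenic lines kept rank 1 in all settings that were run for it, including all genes in place of the components and the leave-one-out fits. The number of Reactome tests that passed stayed between 10 and 18 in all settings run. The number of hand-written list tests that passed was 3 with an absolute log2 fold change above 1, against 6, and the cause was not tested.

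Among the 128 log2 fold changes of named genes, all kept direction and side of the threshold with the replicate block. In the other settings that did not leave out a replicate, 502 values, those with the block included, kept both, 7 newly passed the threshold, 2 no longer passed, and 1 changed sign. In the fits that left out a replicate, 936 values kept both, 6 newly passed, 27 no longer passed, and 9 changed sign. All changes of sign are of values that were not past the threshold as reported. For *Eda* males against females changed from -0.04 to 0.04 and 0.08 in p53 KO, with a range of -0.16 to 0.08, and from -0.01 to 0.20 and 0.12 in p53 R172H, with a range of -0.14 to 0.20. The interaction of *Atf2* with p53 Y202C changed from -0.04 to 0.03 and 0.02. That of *Runx1* with p53 Y202C changed from 0.06 to -0.09 with limma's voomWithQualityWeights and to -0.04 with a replicate left out. In males against p53 KO, *Gm47283* changed from 0.11 to -0.01 in p53 Y202C, with a range of -0.01 to 0.21, and *Gm21742* from -0.13 to 0.02 in p53 R172H, with a range of -0.21 to 0.02. These ranges are over the fits that left out a replicate. The cause was not tested. Depth limits the values of *Agtr2* in p53 KO and p53 Y217C, where both sexes had at most 3 counts per library and no fold change is given.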

Differences from the paper's values

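Between male and female p53 KO, 4482 genes were differentially expressed, against the paper's 7183. Of the alternatives set before the data were examined, limma's voomWithQualityWeights, the test that the paper's methods name, gave 7186 genes. DESeq2 gave 4804 and a fit to the lines compared alone gave 5781. Both are within 1.5 times the paper's number, the range used here, but stayed well below it. Outside that range were DESeq2's size factors in edgeR (4482), the other filters (4482), leaving out ribosomal protein genes (4469), and the replicate block (4313). An adjusted p of 0.01 (3114) and leaving out a replicate (3524 to 4274) were also outside the range.

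The effect of p53 R172H averaged over the sexes was past the threshold for 9329 genes, against the paper's 5639 genes with an effect independent of sex. Of the alternatives set before the data were examined, the female reference sex with an absolute log2 fold change above 0.5 gave 5603. The male reference sex without that threshold gave 5872, and an adjusted p of 0.01 gave 7910. All are within 1.5 times the paper's number, although 7910 stayed well above it. Outside that range were limma's voomWithQualityWeights (10055), DESeq2 (9498), DESeq2's size factors (9345), the other filters (9329), no ribosomal protein genes (9276), and the replicate block (9238). So were the lines compared alone (9643), the averaged effect with the threshold on the fold change (3045), and a replicate left out (8865 to 9267). The female reference without that threshold (10060) and the male reference with it (1861) were also outside the range.

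For p53 Y202C, the averaged effect was past the threshold for 10522 genes, against the paper's 5568. With an absolute log2 fold change above 0.5, the averaged effect (4554), the female reference sex (5435), and the male reference sex (6531) were within 1.5 times the paper's number. The other alternatives set before the data were examined were not, namely limma's voomWithQualityWeights (11021), DESeq2 (10653), DESeq2's size factors (10544), the other filters (10522), no ribosomal protein genes (10453), the replicate block (10458), the lines compared alone (10160), an adjusted p of 0.01 (9354), the female reference (9891) and the male reference (10529) without the threshold, and a replicate left out (10243 to 10560).

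For p53 Y217C, the averaged effect was past the threshold for 10311 genes, against the paper's 3670. With an absolute log2 fold change above 0.5, the averaged effect (4147) and the female reference sex (3657) were within 1.5 times the paper's number. The alternatives set before the data were examined that left the gap open were limma's voomWithQualityWeights (11182), DESeq2 (10464), DESeq2's size factors (10300), the other filters (10311), no ribosomal protein genes (10200), the replicate block (10221), the lines compared alone (10570), an adjusted p of 0.01 (9027), the male reference with the threshold (5812) and without it (10176), the female reference without it (8183), and a replicate left out (9937 to 10164).

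The paper lists *Agtr2* and *Eda* among the genes with the greatest sex differences across all mutations. Here *Agtr2* was at the floor of the depth in both sexes in p53 Y217C, and *Eda* differed between the sexes in p53 Y217C (log2 fold change -5.40) and not in p53 R172H or p53 Y202C (-0.01 and 0.30). Leaving out replicate 3 of female p53 Y202C placed *Eda* past the threshold in p53 Y202C, with 0.66.

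The paper states near-complete concordance of the shared lists with the effect independent of sex. With the averaged effect the shares here were 80.96%, 79.79%, and 86.52% for p53 R172H, p53 Y202C, and p53 Y217C. They were lower, at 72.93%, 68.06%, and 80.09%, with an absolute log2 fold change above 0.5 for the averaged effect. With either sex as the reference they were 100% by construction. Of the shared genes, 44.1%, 42.3%, and 29.8% changed in opposite directions in males and females. Averaging cancels at least part of the effect of such genes, which the definition of the shared lists allows. How many of the genes without an averaged effect are among them was not counted.

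The paper states that the genes shared between the sexes for p53 R172H are enriched for cell cycle, DNA replication, and p53 signaling by KEGG sets. With the Reactome sets and hand-written lists used in place of KEGG, whose members and sizes differ from KEGG's, the shared list held 10 cell cycle genes against 41.1 expected and 3 DNA replication genes against 9.1 expected. The p53 target list had an adjusted p of 0.276, and cell cycle genes were enriched in the female-only list (168 against 134.1 expected) by the Reactome set and not by the hand-written list (19 against 12.6 expected, adjusted p = 0.0915). The paper's supplement also lists KEGG's cell cycle, DNA replication, and p53 signaling for female-only p53 R172H genes that had an interaction. The Reactome cell cycle result in the female-only list goes the same way as that supplement. DNA replication and the p53 target list did not pass in the female-only list here. For p53 Y217C the paper states little enrichment in the shared and female-only lists. Here extracellular matrix organization was enriched in the shared list (58 against 28.4 expected) and DNA replication in the female-only list by the Reactome set (19 against 8.9 expected) and not by the hand-written list (7 against 3.3 expected, adjusted p = 0.123).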

Other observations

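The tests in this part on the sex-independent counts, the Y-linked genes, and *Trp53* were chosen after the result was seen. Those on splits of the libraries, on chromosome-wide shifts, and on the number of differentially expressed genes were chosen before.

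Other splits of the libraries were tried for each comparison of a pair of lines, fitted on those lines alone. Of the 4 splits that part every pair of libraries with the same replicate number, 1 split, the real one, gave as many genes in each of the 10 comparisons. The other 3 gave 0 genes in each comparison, with 3 to 295 genes at an unadjusted p under 0.05. The 6 splits of the 6 libraries that keep some same-numbered libraries together also gave 0 genes, with 3 to 703 at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05. For the shared lists and for the averaged effect, 1 of 16 splits gave as many genes with p53 R172H, p53 Y202C, and p53 Y217C. For the male-only lists, 2 of 16 splits gave as many with p53 R172H, 4 of 16 with p53 Y202C, and 4 of 16 with p53 Y217C. For the female-only lists, 4 of 16 did with each of the 3 mutations. The splits with as many sex-specific genes kept the real labels in one sex and exchanged them in the other, which leaves no shared genes. With 16 splits the share cannot fall under 0.05 either.

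A candidate explanation for the difference from the paper's counts of sex-independent genes is that its coefficient is the effect in the reference sex, with females as the reference and the threshold on the fold change. Under this coding limma's voomWithQualityWeights gave 5651 genes for p53 R172H, 5570 for p53 Y202C, and 3688 for p53 Y217C. The paper's own numbers are 5639, 5568, and 3670. Under this coding 100% of the shared genes carry the coefficient by construction, where the paper's share is 99% for each mutation, so the coding alone does not account for the paper's overlap. The coding was among those set before the data were examined. The paper's text does not name the coding, so this remains a hypothesis.

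The ratio to male p53 KO, averaged over *Kdm5d*, *Eif2s3y*, *Uty*, and *Ddx3y*, was 26.4% in male p53 Y202C, 50.8% in male p53 Y217C, and 90.8% in male p53 R172H. Of 10000 random sets of 4 autosomal genes of similar expression, 0.09% fell as far by mean log2 fold change in p53 Y202C, 1.36% in p53 Y217C, and 16.37% in p53 R172H. Loss of chromosome Y in part of the cells would lower all 4 genes by the same fraction. The fall was uneven in both lines. In male p53 Y202C the log2 fold changes of *Eif2s3y*, *Ddx3y*, *Uty*, and *Kdm5d* were -1.71 (SE 0.095), -1.77, -2.10, and -2.15 (SE 0.11). In male p53 Y217C that of *Eif2s3y* was -0.48 (SE 0.091), and those of *Uty*, *Kdm5d*, and *Ddx3y* were -1.16, -1.19, and -1.22. This unevenness was not tested, and in male p53 Y217C it rests on *Eif2s3y* alone. Neither these values nor the comparison with random sets can therefore tell whether such loss contributes in either line. Female cells mixed into the male cultures would bring *Xist* RNA, and *Xist* in the male line was 0.0294% of its level in the female line for p53 Y202C and 0.0168% for p53 Y217C, which speaks against such a mixture. The other Y-linked genes, *Mid1-ps1*, *Gm47283*, and *Gm21742*, had log2 fold changes of 0.40, 0.11, and 0.41 in male p53 Y202C and of -0.20, -0.56, and 0.36 in male p53 Y217C. Their counts were not specific to males, with 1.51, 80.3, and 1.20 CPM in female p53 KO against 4.65, 37.3, and 0.798 CPM in male p53 KO, so they do not bear on loss of chromosome Y.

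Chromosome-wide shifts were measured as the median log2 fold change against p53 KO of the genes on an autosome, relative to that of genes on the other chromosomes. The largest departure was -0.334 on chromosome 14 in male p53 R172H, 0.382 on chromosome 19 in male p53 Y202C, and 0.203 on chromosome 19 in male p53 Y217C. In females it was -0.302 on chromosome 12 with p53 R172H, -0.324 on chromosome 4 with p53 Y202C, and -0.525 on chromosome 1 with p53 Y217C. When genes were shuffled among chromosomes 1000 times, the largest departure in any comparison was 0.143, and 0 shuffles went over 0.3. More than 1 autosome went over 0.3 in male p53 Y202C (chromosomes 1, 14, and 19) and in female p53 Y217C (chromosomes 1 and 14). Male p53 Y217C did not reach 0.3, but 0 of 1000 shuffles gave a departure as large as its 0.203, with a largest of 0.124. Gain or loss of chromosomes in part of the cells of a line could give such departures, and the smaller size in male p53 Y217C does not rule it out there. Regulation of many genes on a chromosome without a change in its number cannot be told apart from this in RNA.

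The number of genes that differ from p53 KO was set against the paper's number of tumors among 6 injections across the 6 mutant lines. Pearson's r was 0.803 (exact permutation test, two-sided, p = 0.0472, 0.0944 adjusted over the 2 relations computed) and Spearman's rho was 0.812 (exact permutation p = 0.0722). Male p53 R172H and female p53 Y217C have both the fewest tumors and the fewest such genes. Without them r was 0.185 over the 4 lines left, whose numbers of genes span only 9891 to 10529, so a low r was to be expected from the narrower range. For *Trp53* expression against tumors, r was -0.556 (exact permutation test, two-sided, p = 0.25, 0.25 adjusted) and rho was -0.493 (exact permutation p = 0.328), and r was -0.743 without female p53 Y202C and female p53 Y217C. Neither relation passed the threshold after adjustment, and 3 lines per sex are too few to compute them within a sex.

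Among genes for transcription factors in Fig. 6B, *Runx1* had an interaction of -1.74 with p53 Y217C (adjusted p = 6.64e-13) and *Rbpj* of -1.07 with p53 Y217C (adjusted p = 1.06e-09). *Pou3f3* rose from 23 ± 2.06 CPM (SD, n = 3) in male p53 KO to 116 ± 3.54 in male p53 Y202C and 207 ± 7.3 in male p53 Y217C. Female p53 KO was already lower than male p53 KO, at 1.12 ± 0.194 CPM. All female mutant lines and male p53 R172H had at most 3 counts of *Pou3f3* in every library, so no size is given for its interactions. With p53 R172H, *Tcf3* had an interaction of 0.71 (adjusted p = 4.91e-08) and *Jund* of 0.26 (adjusted p = 0.00713), and that of *Nr3c1* was not past the threshold (0.10, adjusted p = 0.352). *Kdm5c*, on chromosome X, was lower in males in every genotype, with log2 fold changes from -0.70 in p53 Y217C to -0.30 in p53 KO. Among the largest sex differences, *Sox2* was at least 4310-fold higher in male than in female p53 Y217C. Without mutant p53 it also differed, with 24.5 ± 1.86 CPM (SD, n = 3) in male and 1.59 ± 0.0454 CPM in female p53 KO.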
